# Single-cell transcriptomics identifies altered neutrophil dynamics and accentuated T-cell cytotoxicity in tobacco-flavored e-cigarette-exposed mouse lungs

**DOI:** 10.7554/eLife.106380

**Published:** 2026-01-29

**Authors:** Gagandeep Kaur, Thomas Lamb, Ariel Tjitropranoto, Irfan Rahman

**Keywords:** e-cigarettes, scRNA, lung, vaping, flavors, inflammation, Mouse

## Abstract

Despite the growing public health threat of electronic cigarettes (e-cigs), the cell-specific immune responses to differently flavored e-cig exposure remain poorly understood. To bridge this gap, we characterized the lung immune landscape following acute nose-only exposure to flavored e-cig aerosols in vivo using single-cell RNA sequencing (scRNA seq) in mice. Metal analysis of daily generated aerosols revealed flavor-dependent, day-to-day variation in metal (Ni, Cu, K, and Zn) leaching. scRNA seq profiling of 71,725 lung cells from control and exposed mice revealed pronounced dysregulation of myeloid cell function in menthol (324 differentially expressed genes, DEGs) and tobacco (553 DEGs) flavors, and lymphoid cell dysregulation in fruit-flavor (112 DEGs) e-cig aerosol exposed mouse lung, compared to air controls. Flow cytometry corroborated these findings, showing increased neutrophil frequencies and reduced eosinophil counts in menthol- and tobacco-exposed lungs. Flavored e-cig exposure also increased CD8^+^ T-cell proportions, upregulated inflammatory gene expression (*Stat4*, *Il1b*, *Il1bos*, *Il1ra*, and *Cxcl3*), and enriched terms like ‘Th1 cytokine signaling’ and ‘NK cell degranulation’. Notably, tobacco-flavored e-cig aerosol exposure increased immature (Ly6G⁻) neutrophils and reduced S100A8 expression, suggesting altered neutrophil activation in vivo. Overall, this study identifies flavor-dependent immune alterations in the lung following acute e-cig aerosol exposure and provides a foundation for future mechanistic studies.

## Introduction

Electronic cigarettes (e-cigs) or electronic nicotine delivery systems are a relatively novel set of tobacco/nicotine and flavored products that have gained immense popularity among adolescents and young adults in many countries including the United States (US), the United Kingdom (UK), and China. Flavors are one of the key features that make these products alluring to the younger diaspora (Ma et al., 2022). Reports indicate that in 2020 about 22.5% of high school students and 9.4% of middle school students in the US were daily vapers or e-cig users with fruit (66%), mint (57.5%), and menthol (44.5%) being the most commonly used flavors (Wang et al., 2020a). However, not much is known about the flavor-specific effects of e-cig vaping on the health and immunity of an individual, especially focusing on cell types and gene expressions.

E-cig products and aerosols are known to contain harmful constituents including formaldehyde, benzaldehyde, acrolein, *n*-nitrosamines, volatile organic compounds, ketenes, and metal ions (Wu and O’Shea, 2020; Goniewicz et al., 2013; Lee et al., 2020). Studies have indicated that exposure to e-cigs may enhance inflammatory responses, oxidative stress, and genomic instability in exposed cells or animal systems (Wang et al., 2020b; Muthumalage et al., 2019; Lee et al., 2018b). Risk assessment (systemic) of inhaled diacetyl, a potential component of e-liquids, has estimated the non-carcinogenic hazard quotient to be greater than 1 among teens (White et al., 2021). Furthermore, clinical and in vivo studies have suggested that exposure to e-cig aerosols could impair innate immune responses in the host, thus making them more susceptible to bacterial/viral infections. The bacterial clearance, mucous production, and phagocytic responses in these individuals are shown to be affected upon use of e-cigs (Martin et al., 2016; Sussan et al., 2015; Masso-Silva et al., 2021; Madison et al., 2019; Cao et al., 2021).

However, cell-specific changes within the lung upon vaping are not fully understood, making it hard to determine the health impacts of the use of these novel products. In this respect, single-cell technology is a powerful tool to analyze gene expression changes within cell populations to study cellular heterogeneity and function (Jovic et al., 2022; Inayatullah et al., 2025; Ke et al., 2022). Such an investigation is important to deduce the health effects of acute and chronic use of e-cigs in young adults. In this study, we aim to determine the effects of acute exposure to e-cig aerosols on mouse lungs at single-cell level. To do so, we exposed C57BL/6J mice to 5-day nose-only exposure to air, propylene glycol:vegetable glycerin (PG:VG), fruit-, menthol-, and tobacco-flavored e-cig aerosols. The nose-only exposure has more translational relevance over the whole-body exposure (Kogel et al., 2021), owing to which, we chose nose-only exposure profile for this work. To limit the stress to the animals, a 1-hr exposure was chosen per day. We performed single-cell RNA sequencing (scRNA seq) on the lung digests from exposed and control animals and identified neutrophils and T cells, among others, as the major cell populations in the lung that were affected upon acute exposure. We were able to identify 29 gene targets that were commonly dysregulated among all our treatment groups upon aggregating results from the major lung cell types. These gene targets are the markers of early immune dysfunction upon e-cig aerosol exposure in vivo and could be studied in detail to understand temporal changes in their expression and function that may govern allergic responses and adverse pulmonary health outcomes upon acute and sub-acute exposures to e-cigarette aerosols.

## Results

### Exposure to e-cig aerosols results in flavor-dependent exposure to different metals and mild histological changes in vivo

This study was designed to characterize the effects of exposure to flavored e-cig aerosols at single-cell level to understand the immunological changes in the lung microenvironment. To do so, we generated a single-cell profile of e-cig aerosol exposed mouse lungs (*n* = 2/sex/group). The thus obtained results were then validated with the help of our validation cohort of *n* = 3/sex/group as shown in Figure 1A. Since all the commercially available e-liquids used in this study contained tobacco-derived nicotine (TDN), we first determined the levels of serum cotinine (a metabolite of nicotine) to prove successful exposure of the mice in each treatment group. As expected, we did not see any traces of cotinine in the serum of air and PG:VG exposed mice. Significant levels of cotinine were detected in the serum of mice exposed to fruit-, menthol-, and tobacco-flavored e-cig aerosols (Figure 1—figure supplement 1B), validating successful exposure of our test animals to TDN containing flavored e-cigs.

**Figure 1.**
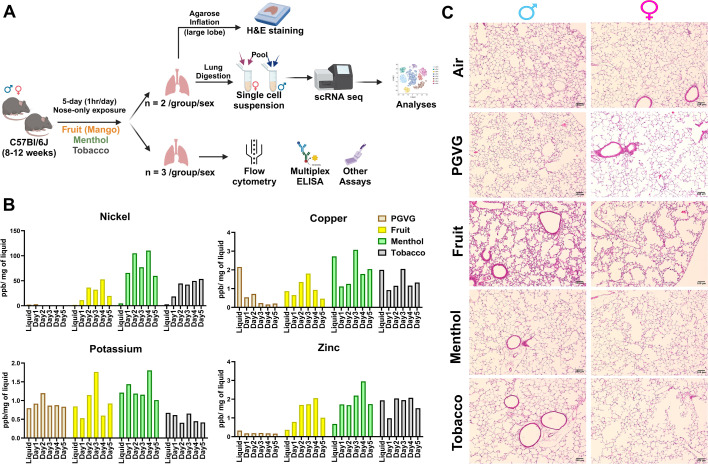
Flavor-dependent changes in the levels of quantified metals, but no major histological damage on acute exposure to flavored e-cig aerosol in C57BL/6J mice. Schematics showing the exposure profile and experimental design to understand the effects of exposure to differently flavored (fruit, menthol, and tobacco) e-cig aerosols in the lungs of C57BL/6J mice using scRNA seq (**A**). Bar graph showing the levels of metals (Figure 1—source data 1) as determined by inductively coupled plasma mass spectrometry (ICP-MS) in the aerosols captured daily during exposures using inExpose nose-only inhalation system from Scireq technologies (**B**). Lung morphometric changes observed using hematoxylin and eosin (H&E) staining of lung slices from air, PG:VG, and differently flavored e-cig aerosol exposed mice lungs. Representative images of *n* = 2/sex/group at ×10 magnification are provided (**C**). Figure 1—source data 1.Day-wise levels of Ni, Cu, K, and Zn as determined by inductively coupled plasma mass spectrometry (ICP-MS) in the aerosols captured daily during exposures using the inExpose nose-only inhalation system from Scireq technologies as plotted in Figure 1B.

**Figure 1—figure supplement 1.**
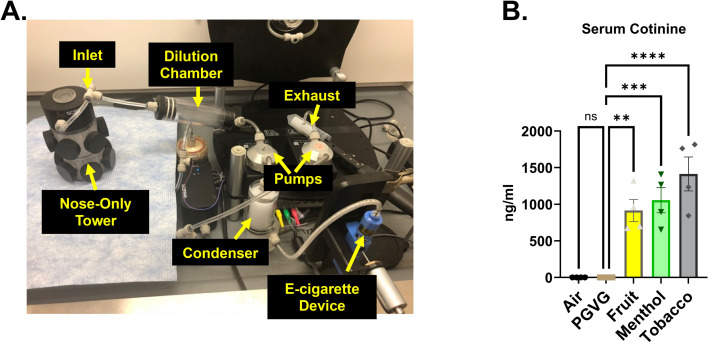
Schematics and characteristics of exposure system used for in vivo experiments. The nose-only exposure system used for performing the mouse experiment (**A**). The exposure characteristics were assessed by measuring the serum cotinine levels (Figure 1—figure supplement 1—source data 1) in the blood of exposed and control mice. Data are shown as mean ± SEM (*n* = 4/group); ns: not significant. **p < 0.01, ***p < 0.001, and ****p < 0.0001 versus air, per one-way ANOVA for multiple comparison (**B**). Figure 1—figure supplement 1—source data 1.Serum cotinine levels in the blood of differently flavored e-cig aerosol exposed and control (air and PG:VG) C57BL/6J mice as plotted in Figure 1—figure supplement 1B.

Since metals released upon heating of the coils of e-cig devices are a source of toxicity upon vaping (Olmedo et al., 2018; Aherrera et al., 2023), we further monitored the levels of metals in the e-cig aerosols generated during each day of mouse exposures. This acted as an indirect measure for characterizing the chemical properties of the aerosols used for exposure in this study. To monitor the release of metals into the mouse lungs, the aerosol condensate from each day of exposure was collected and the levels of select elements were detected using inductively coupled plasma mass spectrometry (ICP-MS). A detailed account of the concentrations of identified elements/metals is provided in Table 1. Interestingly, we identified flavor-dependent changes in the levels of metals like Ni, Zn, Na, K, and Cu on a day-to-day basis. Note, despite the use of the same wattage and temperature (max of 230°C) for generation of e-cig aerosols, the leaching of each metal varied per day of exposure (Figure 1B). This is a crucial result as it highlights the importance of studying the impact of atomizer, coil composition, and design on the chemical composition of the generated aerosols. These variations might affect the risk and toxicity associated with each of these products, an area that has been recently explored by our group (Effah et al., 2025).

**Table 1.** The levels of common elements found in the flavored e-liquids and e-cig aerosols as measured using inductively coupled plasma mass spectrometry (ICP-MS).

Element	E-liquid; ppb/mg of e-liquid				E-cig aerosol (mean ± SD); ppb/mg of e-liquid			
	**PG:VG**	**Fruit**	**Menthol**	**Tobacco**	**PG:VG**	**Fruit**	**Menthol**	**Tobacco**
S	75.63	68.36	95.34	79.79	70.67 ± 16.94	74.05 ± 39.63	81.31 ± 27.24	91.81 ± 11.67
Ni	2.09	1.63	4.73	2.84	1.04 ± 1.00	30.47 ± 14.28	83.52 ± 20.53	41.73 ± 12.25
Cu	2.16	0.87	2.72	2.00	0.37 ± 0.22	1.04 ± 0.48	1.85 ± 0.70	1.32 ± 0.39
Si	1.05	1.13	1.55	1.26	1.10 ± 0.14	1.09 ± 0.35	1.32 ± 0.28	1.33 ± 0.12
K	0.80	0.84	1.21	0.67	0.94 ± 0.13	0.99 ± 0.45	1.32 ± 0.28	0.51 ± 0.10
Na	0.39	0.40	1.10	0.63	0.65 ± 0.11	0.91 ± 0.17	1.70 ± 0.37	0.79 ± 0.11
W	0.48	0.23	0.24	0.14	0.46 ± 0.20	0.30 ± 0.18	0.28 ± 0.14	0.22 ± 0.05
Zn	0.32	0.36	0.68	1.94	0.18 ± 0.01	1.45 ± 0.48	2.06 ± 0.48	1.71 ± 0.42
Ir	0.28	0.47	0.27	0.11	1.19 ± 0.76	0.35 ± 0.29	0.19 ± 0.12	0.14 ± 0.05
B	0.14	0.02	0.02	0.02	0.07 ± 0.02	0.02 ± 0.01	0.02 ± 0.01	0.02 ± 0.01
Ta	0.14	0.34	0.24	0.13	0.73 ± 0.30	0.24 ± 0.09	0.18 ± 0.06	0.13 ± 0.02
Hf	0.13	0.18	0.13	0.07	0.43 ± 0.19	0.14 ± 0.05	0.09 ± 0.03	0.07 ± 0.01
Mo	0.08	0.01	0.01	0.01	0.02 ± 0.01	0.07 ± 0.01	0.15 ± 0.04	0.06 ± 0.02
Pd	0.07	0.14	0.11	0.06	0.30 ± 0.14	0.11 ± 0.06	0.07 ± 0.02	0.06 ± 0.01
Pt	0.05	0.06	0.05	0.07	0.16 ± 0.07	0.09 ± 0.05	0.08 ± 0.04	0.08 ± 0.03
Zr	0.04	0.01	0.02	0.02	0.02 ± 0.01	0.02 ± 0.01	0.01 ± 0.00	0.01 ± 0.00
Sn	0.02	0.06	0.05	0.04	0.06 ± 0.02	0.07 ± 0.02	0.03 ± 0.01	0.03 ± 0.01
Mg	0.01	0.01	0.04	0.03	0.02 ± 0.00	0.12 ± 0.03	0.12 ± 0.03	0.10 ± 0.02
Al	0.01	0.01	0.01	0.01	0.01 ± 0.00	0.01 ± 0.00	0.01 ± 0.00	0.01 ± 0.00
Co	0.01	0.01	0.01	0.01	0.01 ± 0.00	0.02 ± 0.00	0.03 ± 0.01	0.02 ± 0.00
Nb	0.01	0.00	0.00	0.00	0.01 ± 0.00	0.00 ± 0.00	0.00 ± 0.00	0.00 ± 0.00
Ba	0.01	0.01	0.01	0.01	0.01 ± 0.01	0.01 ± 0.00	0.01 ± 0.00	0.01 ± 0.00
Re	0.01	0.01	0.01	0.02	0.06 ± 0.04	0.03 ± 0.03	0.02 ± 0.01	0.02 ± 0.01

Next, we performed hematoxylin and eosin (H&E) staining on the lung tissue sections to study the morphometric changes in the mouse lungs upon exposure to differently flavored e-cig aerosols. We did not find much evidence of tissue damage or airspace enlargement upon acute exposures in our model, as expected. However, we found evidence of increased alveolar septa thickening in the lungs of both male and female mice exposed to fruit-flavored e-cig aerosols (Figure 1C). This could be a result of lower agarose inflation observed for the mouse lungs in this group. We had challenges/difficulties with inflating these mouse lungs. Owing to the lack of proper inflation, the lungs were in a collapsed state, which could be a probable explanation for our histological observation. Since this was not the prime focus of our study, we did not conduct further experiments to confirm our speculations.

### Detailed map of cellular composition during acute exposure to e-cig aerosols reveals distinct changes in immune cell phenotypes

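In droplet-based single-cell RNA sequencing, each cell is caught in a droplet with a barcoded bead, and every captured mRNA molecule is tagged with a unique molecular identifier (UMI) so that it is counted once. Inhaled aerosol first meets the airway epithelium and the macrophages of the alveoli, and neutrophils, monocytes and lymphocytes enter the tissue from the blood when these cells raise an alarm. PG:VG, a mixture of propylene glycol and vegetable glycerin, is the carrier liquid in which nicotine and flavoring chemicals are dissolved.
C57BL/6J mice of either sex inhaled air or aerosol for 1 h per day on 5 days at 120 puffs per day. The fruit-, menthol- and tobacco-flavored e-liquids held nicotine at 50 mg/ml, and the air and PG:VG groups received none. Lung cells of 2 mice of the same sex were pooled into a library, so that the 5 groups gave 10 libraries, 1 of each sex per group. The groups were collected on different days. Counted from the first, PG:VG mice were taken on day 1, air controls on day 2, and the fruit, menthol and tobacco groups on days 16, 23 and 30, so that exposure and collection day cannot be told apart in any comparison. The UMI counts per gene and barcode made by the authors with Cell Ranger were taken as deposited. Cells were filtered, clustered and named again, and the UMIs of each cell class were summed per library. Each exposed group was then compared with air in a negative binomial model over all 10 libraries with edgeR's quasi-likelihood test. Levels are given as CPM, UMI counts scaled to a common library total. Fold changes are given on the log2 scale with their standard errors, p-values are two-sided and were adjusted by Benjamini and Hochberg over the genes tested, and a gene counted as changed at an adjusted p under 0.05. DESeq2, the tool of the study, was run on the same sums. With 2 libraries per group, an exact permutation test of a group against air cannot go below p = 0.333, so the tests rest on the spread that the model shares over groups and genes.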

As the principal focus of this study was to identify the flavor-dependent and independent effects upon exposure to commercially available e-cig aerosols at the single-cell level, we performed the scRNA seq on the mouse lungs from exposed and control mice. After quality control filtering (Figure 2—figure supplement 1A, B), normalization and scaling, we generated scRNA seq profiles of 71,725 cells in total. Except for the PG:VG group, all the rest of the treatments had approximately similar cell viabilities, cell capture, and other quality assessments. However, for normalization, equal features/genes were used across all the groups for subsequent analyses. A detailed account of the cell number (single-cell capture) and gene features identified before and after filtering upon QC check of sequenced data is provided in Supplementary file 1a.

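A barcode can hold a living cell, an empty droplet with free RNA, a dying cell that has lost its cytoplasm and kept its mitochondria, or a pair of cells. Each leaves its own trace, namely few genes, a high mitochondrial share, or a mixed profile with many UMIs.
The deposited counts held 76229 barcodes, of which 74869 had at least 200 genes. After barcodes with more than 100000 UMIs or at least 30% mitochondrial UMIs were left out, 74472 remained. Of these, 2108 were marked as doublets and 72364 cells were kept. The female and male libraries kept 7085 and 7644 cells for air, 9862 and 9290 for fruit, 7009 and 7193 for menthol, and 8339 and 7584 for tobacco. Doublets made up between 1.30% and 3.65% of the barcodes of a library. In the barcodes not marked as doublets, the median was between 6547 and 7586.5 UMIs per barcode, and the PG:VG libraries, at 7586.5 and 7469 UMIs, were the deepest per cell.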

Uniform Manifold Approximation and Projection (UMAP) was used for dimensionality reduction and visualization of cell clusters. Cell annotations were performed based on the established cell markers in the Tabula Muris database and available published literature, and we identified 24 distinct cell clusters as shown in Figure 2A. The general clustering of individual cell types based upon the commonly known cell markers was used to identify **Endothelial** (identified by expression of *Cldn5*), **Epithelial** (identified by expression of *Sftpa1*), **Stromal** (identified by expression of *Col3a1*), and **Immune** (identified by expression of *Ptprc*) cell populations (Figure 2B). 

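*Cldn5* encodes claudin-5, a tight-junction protein of endothelial cells. *Sftpa1* encodes surfactant protein A, which is made by alveolar type II and club cells. *Col3a1* encodes a fibrillar collagen made by fibroblasts, and *Ptprc* encodes CD45, the phosphatase on the surface of leukocytes.
Clustering of all cells gave 34 clusters, which were named from fixed marker lists and grouped into 5 classes. At least 1 *Cldn5* UMI was found in 97.1% of 30936 endothelial cells and in 13.6% to 24.7% of the cells of the other classes. *Sftpa1* was found in 79.2% of 2734 epithelial cells, against 17.0% to 26.3% elsewhere, although epithelial cells were also the deepest, with a median of 20733.5 UMIs. Per 10000 UMIs, epithelial cells held 146 *Sftpa1* UMIs and no other class held more than 0.413. *Col3a1* was found in 81.8% of 6264 stromal cells and in 1.69% to 3.40% of other cells. *Ptprc* was found in 98.1% of 11649 myeloid and 95.8% of 17944 lymphoid cells, at a median of 8548 and 7087.5 UMIs, and in 5.16% to 14.4% of cells of the 3 other classes.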

The ‘FindVariableFeatures’ from Seurat was used to identify cell-to-cell variation between the identified clusters, and the top 2000 variable genes identified in each cluster have been elaborated in Supplementary file 1b. We observed minor variations in the cell frequencies as observed through scRNA seq analyses within cell types across different treatment groups (Figure 2—figure supplement 1C). The largest proportion of cells was found in the endothelial cell cluster (43.87% of total per sample), followed by lymphoid (26.43% of total per sample) and myeloid (16.79% of total per sample) clusters. 

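Endothelial cells line the dense capillary bed of the alveoli and outnumber other cells in most lung digests. The share of a class in a digest depends on how many such cells live in the tissue and on how well enzymes free them, and large, fragile epithelial cells are often lost.
Over all cells, 42.8% were endothelial, with a range of 35.0% to 52.4% between libraries. Lymphoid cells made up 24.8% (18.1% to 31.7%), myeloid cells 16.1% (12.9% to 22.1%), stromal cells 8.66% (6.63% to 10.6%) and epithelial cells 3.78% (2.30% to 4.69%). Whether a class differed among the 5 groups was tested by permuting the libraries over all ways of forming 5 pairs. The exact two-sided p was 0.210 for endothelial, 0.121 for epithelial, 0.553 for stromal, 0.652 for myeloid and 0.527 for lymphoid cells, and 0.524 to 0.652 after adjustment over the 5 classes. No class passed this test.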

A detailed account of the two-way ANOVA statistics for the general clustering with cell types and treatment groups as independent variables is provided in Supplementary file 1c.

**Figure 2.**
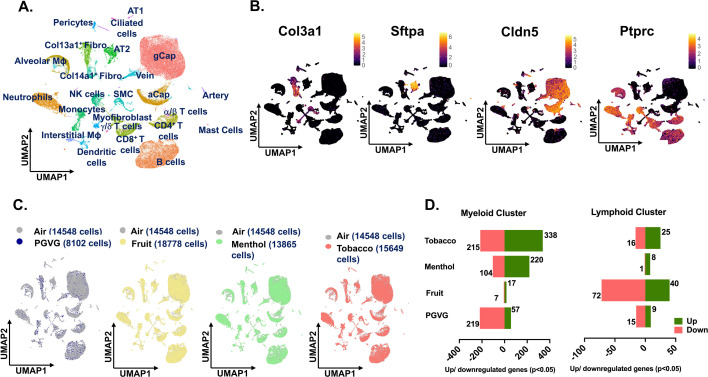
scRNA seq analyses reveal maximum changes in the transcriptional profile of immune cell population upon exposure to differently flavored e-cig aerosols. Male and female C57BL/6J mice (*n* = 2/sex/group) were exposed to 5-day nose-only exposure to differently flavored e-cig aerosols. The mice were sacrificed after the final exposure, and lungs from air (control) and differently flavored e-cig aerosol (fruit, menthol, and tobacco)-exposed mice were used to perform scRNA seq. Uniform Manifold Approximation and Projection (UMAP) plot of 71,725 cells captured during scRNA seq showing the 24 major cell clusters identified from control and experimental mouse lungs (**A**) and the expression of canonical markers used for identifying stromal (*Col3a1*), epithelial (*Sftpa1*), endothelial (*Cldn5*), and immune (*Ptprc*) cell populations. The intensity of expression is indicated by the black-yellow coloring (**B**). Group-wise comparison of the UMAPs upon comparing PG:VG (blue), fruit (yellow), menthol (green), and tobacco (red) versus air (gray) groups following dimensionality reduction and clustering of scRNA seq data (**C**). Bar plot showing the number of significant (p < 0.05) differentially up- (green) and downregulated (red) genes in myeloid and lymphoid clusters (Figure 2—source data 1) in PG:VG, fruit-, menthol-, and tobacco-flavored e-cig aerosol exposed mouse lungs as compared to air controls (**D**). Here, AT1: alveolar type I, AT2: alveolar type II, Fibro: fibroblast, M: macrophage, SMC: smooth muscle cell, gCap: general capillary, aCap: alveolar capillary, and NK: natural killer. Figure 2—source data 1.Number of significant (p < 0.05) differentially up- and downregulated genes in the myeloid and lymphoid clusters in PG:VG, fruit-, menthol-, and tobacco-flavored e-cig aerosol exposed mouse lungs when compared to air controls as plotted in Figure 2D.

**Figure 2—figure supplement 1.**
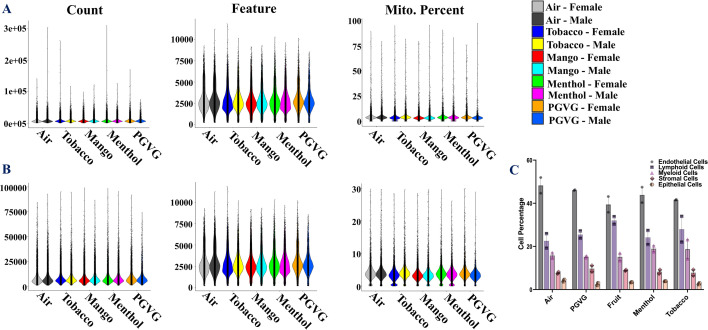
Quality check of the scRNA seq data generated using 10X Genomics pipeline. Figure showing the normalized counts, features, and mitochondrial gene percentage in the integrated single-cell data before (**A**) and after (**B**) normalization. Cell frequencies of major cell clusters (epithelial, endothelial, stromal, myeloid, and lymphoid) (Figure 2—figure supplement 1—source data 1) in control (air) and exposed (PG:VG, fruit, menthol, and tobacco) lungs as determined by scRNA seq (**C**). n = 2/sex/group. Figure 2—figure supplement 1—source data 1.Cell frequencies of major cell clusters (epithelial, endothelial, stromal, myeloid, and lymphoid) in control (air) and exposed (PG:VG, fruit, menthol, and tobacco) mouse lungs in each sample as determined by scRNA seq after filtering, clustering, and dimensionality reduction as plotted in Figure 2—figure supplement 1C.

Groupwise comparisons of each treatment group versus air control did not show many changes in the cell clusters, thus showcasing little to no effect on the overall lung cellular compositions in treated and control groups. However, the number of cells for the PG:VG group was very low (8102 cells) as compared to other treatments (~15,710 cells on average). 

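Cells with a damaged membrane leak their RNA before they reach a droplet. Such samples give fewer full barcodes and more barcodes with hardly any genes. Red blood cells, which carry much hemoglobin mRNA as they mature, are removed by lysis, and any that remain add to a sample's cell count.
The female and male PG:VG libraries held 5924 and 2434 cells after filtering, 8358 together. They had 6610 and 2953 barcodes in the deposited counts, and 6096 and 2480 of these had at least 200 genes. The shares of 31 cell types were compared with air in edgeR's quasi-likelihood test on cells per type. At an adjusted p under 0.05, 0 of 31 types differed from air in any of the 4 exposed groups, while 5 types in PG:VG, 8 in fruit, 4 in menthol and 7 in tobacco had an unadjusted p under 0.05. The lowest adjusted p from edgeR was 0.153, 0.158, 0.124 and 0.125 in the same order. Erythroid cells were higher in PG:VG than in air by a log2 fold change of 5.46 (standard error 1.45, adjusted p = 0.153 from edgeR). Platelets or megakaryocytes were higher by 1.36 in fruit, 1.35 in menthol and 1.76 in tobacco (standard errors 0.44 to 0.45), and passed only in tobacco against PG:VG (log2 fold change 2.48, standard error 0.52, adjusted p = 0.04 from edgeR). The paper attributes the low cell number of PG:VG to low viability before sequencing and states that cell composition changed little.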

We would like to report that this is an outcome of the low viability of this sample prior to scRNA seq, and not necessarily the effect of the treatment (Figure 2C). Differential gene expression analyses showed dysregulation of genes in all cell populations, but maximum effect was observed on the cells from immune cell clusters. This is not surprising, as the immune system, especially the myeloid cells, forms the frontline of the host’s defenses against external stressors (Del Fresno and Sancho, 2021; Marshall et al., 2018). Compared to air, we observed a dysregulation of 553 genes (338 upregulated; 215 downregulated) in the myeloid cell cluster of mouse lungs exposed to tobacco-flavored e-cig aerosol. We identified 324 and 24 DEGs in the myeloid lung cluster from mouse lungs exposed to menthol- and fruit-flavored e-cig aerosols, respectively, as compared to air control (Figure 2D; Supplementary file 1e–j). For the lymphoid cluster, we observed maximum dysregulation in the lungs exposed to fruit-flavored e-cig aerosols with a total of 112 DEGs. In contrast, 41 and 9 significant DEGs were identified for the lymphoid cluster from lungs exposed to tobacco and menthol-flavored aerosols, respectively (Figure 2D; Supplementary file 1l–q).

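Myeloid cells, above all macrophages and neutrophils, sense particles and damage directly and can change many genes within hours. Lymphocytes respond mostly after antigen or cytokines reach them. Whether a class differs between groups of animals rests on the number of animals or pools, not on the number of cells in each.
The summed myeloid libraries held 6268709 to 22358794 UMIs from 360 to 1845 cells, and the lymphoid libraries 4715059 to 21905190 UMIs from 612 to 2916 cells. Of 15591 genes tested in myeloid cells, edgeR called 0 changed in fruit and 0 in menthol against air, and 1 higher in tobacco. At an unadjusted p under 0.05 these comparisons held 1894, 2662 and 3538 genes. The gene called in tobacco was *AY036118* (ENSMUSG00000105361, chromosome 17, 39847113 to 39848035 in mm10), an rRNA-like transcript, with a log2 fold change of 1.12 (standard error 0.09, adjusted p = 0.00516 from edgeR). The count in tobacco was 0 without either air library or without the tobacco female library, and 2 without the tobacco male library, and fruit gave 3 genes without the fruit male library. Of 14730 genes in lymphoid cells, edgeR called 0 in fruit, 0 in menthol and 4 in tobacco, with 2212, 1745 and 2124 at an unadjusted p under 0.05. The 4 genes, named because their number was small, were *Cmss1* (1.15, adjusted p = 0.0229 from edgeR), *AY036118* (0.87, adjusted p = 0.0229), *Gm42418* (0.83, adjusted p = 0.0245) and *Lars2* (0.76, adjusted p = 0.0489). Without the air male library, lymphoid cells gave more genes in each flavored group, nearly all lower. The air female library, then the only air reference, held 45 dividing lymphoid cells (0.635% of its cells), the highest share of the 10 libraries. The count in tobacco was 0 without the air female or the tobacco male library. DESeq2 on the same sums called 74 myeloid genes in fruit, 317 in menthol and 834 in tobacco, of which 70, 292 and 717 had a log2 fold change beyond 0.5 in size. In lymphoid cells it called 120, 20 and 71, of which 111, 19 and 65 were beyond 0.5. In endothelial cells edgeR called 0 in each flavored group and DESeq2 10, 152 and 214. In epithelial cells edgeR called 1 in each, *Scgb3a2*, and DESeq2 18, 27 and 22. In stromal cells edgeR called 0 in each and DESeq2 95, 51 and 54. With sex as a block, edgeR called 664, 190 and 587 lymphoid genes and 0, 4 and 346 myeloid genes in fruit, menthol and tobacco, with 2279 at an unadjusted p under 0.05 where it called 0. From such counts the paper concludes that immune cells were affected most, and reasons that myeloid cells stand first in defense against outside stressors.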

It is important to mention here that most of the commercially available e-liquids/e-cig products use PG:VG as the base liquid to generate the aerosol and act as a carrier for flavoring chemicals. Thus, we compared the effect of PG:VG alone in our study to make further comparisons between individual flavoring products with that of PG:VG only. 

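Propylene glycol and glycerin are small alcohols that draw water and dissolve in lipid membranes. As the PG:VG mice received neither nicotine nor flavoring chemicals, they serve as a control for the carrier. A gene that differs in PG:VG as it does in the flavored groups can follow the carrier or anything else in which the air controls stand apart.
In PG:VG against air, edgeR called 0 of 15591 myeloid genes changed, with 1503 at an unadjusted p under 0.05, and this held without any of the 4 libraries compared. DESeq2 called 103 (33 higher and 70 lower). Of 14730 lymphoid genes, edgeR called 0, with 1593 at an unadjusted p under 0.05, and DESeq2 called 44 (4 higher and 40 lower). Without the air male library the lymphoid count by edgeR was 1.0e2 (rounded), with 1 gene higher and the others lower, and without the PG:VG female library it was 3. With sex as a block, edgeR called 19 myeloid and 56 lymphoid genes. Of the 276 genes of the paper's table for PG:VG in the myeloid cluster, 275 were tested here. All 275 had the direction of the paper's table, 244 had an unadjusted p under 0.05 in edgeR, 0 passed after adjustment, and 89 passed in DESeq2. As the paper picked these genes by their change in the same libraries, the shared direction and low unadjusted p are no independent evidence.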

DESeq2 analyses showed dysregulation of 276 genes in mouse lungs exposed to PG:VG alone in the myeloid cell cluster as compared to air controls (Figure 2D; Supplementary file 1d). Contrary to this, exposure to PG:VG aerosols affected 24 genes in the lymphoid cluster as compared to air control (Figure 2D; Supplementary file 1k). Furthermore, when compared to PG:VG, exposure to fruit, menthol, and tobacco-flavored e-cig aerosol dysregulated 262, 873, and 960 genes in the myeloid cluster and 37, 64, and 112 genes in the lymphoid cluster, respectively. 

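A comparison with the carrier has an inhaled aerosol on both sides. Nicotine, flavoring chemicals and the interval between collection days are among the differences that remain. The paper also reports more nickel and zinc in the aerosols of the flavored liquids than in that of PG:VG. The number of genes past a threshold also grows as the spread within the reference group gets smaller.
Against PG:VG, edgeR called 3 myeloid genes in fruit (3 higher), 51 in menthol (39 higher and 12 lower) and 697 in tobacco (418 higher and 279 lower), of which 615 had a log2 fold change beyond 0.5 in size. The counts were unstable when 1 library was left out, which also leaves its group a single library and costs power. Without the PG:VG female library they were 0, 0 and 2, and without the PG:VG male library 0, 0 and 1. Without the female or male library of the flavored group itself they were 4 and 1 in fruit, 1 and 3 in menthol, and 1 and 804 in tobacco. In lymphoid cells edgeR called 6, 14 and 37 genes, of which 6, 12 and 35 were higher. Without the PG:VG female library these were 1, 7 and 8, without the PG:VG male library 0, 1 and 3, without the flavored female library 0, 1 and 8, and without the flavored male library 1, 5 and 22. DESeq2 called 240, 835 and 1218 myeloid and 59, 84 and 142 lymphoid genes in fruit, menthol and tobacco. With sex as a block, edgeR called 9, 154 and 939 myeloid and 76, 59 and 172 lymphoid genes.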

A detailed account of the DEGs identified upon comparing fruit, menthol, and tobacco-flavored e-cig aerosol exposed mouse lungs to PG:VG in myeloid and lymphoid clusters has been provided in Supplementary file 1s–x.

### Exposure to e-cig aerosols results in flavor-dependent changes in neutrophilic and eosinophilic response in vivo

To study the specific changes in the innate and adaptive immunity upon acute exposure to differently flavored e-cig aerosols, we first compared the changes in the overall cell population of individual cell types using scRNA seq. The scRNA seq data was validated with the help of flow cytometry using a larger cohort of animals. Since we observed sex-dependent variations in oxidative stress responses upon exposure to e-cig aerosols in previous studies (Lamb et al., 2023; Wang et al., 2019; Lamb et al., 2022), the flow cytometry data was analyzed in a sex-dependent fashion.

We did not observe any changes in the cell frequencies of alveolar macrophages across treatments through scRNA seq analyses. In general, there was a moderate decrease in the cell frequencies of alveolar macrophages in exposed mice as compared to air control independent of the flavor profile of the e-liquid employed (Figure 3A). 

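Alveolar macrophages settle in the alveoli around birth and renew themselves there. They clear surfactant and inhaled particles, and express *Marco*, *Pparg* and *Fabp5* as parts of these tasks. When they are lost, monocytes from the blood can fill their place.
Alveolar macrophages made up 6.34% ± 0.418 of all cells in air (SD, n = 2 libraries), 6.18% ± 0.835 in PG:VG, 4.61% ± 0.433 in fruit, 4.47% ± 0.351 in menthol and 3.84% ± 0.941 in tobacco. The log2 fold change against air was -0.46 in fruit (standard error 0.23, adjusted p = 0.248 from edgeR), -0.50 in menthol (standard error 0.23, adjusted p = 0.372 from edgeR) and -0.72 in tobacco (standard error 0.23, adjusted p = 0.135 from edgeR). In these 3 groups both libraries lay below both air libraries. In PG:VG it was -0.03 (standard error 0.23, adjusted p = 0.891 from edgeR), and it was above 0 without the air male library (0.04) or the PG:VG male library (0.10). As a share of immune cells only, the log2 fold change in tobacco was -1.01 (adjusted p = 0.0383 from edgeR). A list of 14 genes of alveolar macrophage identity had a median log2 fold change of -0.29 in fruit, -0.44 in menthol and -0.51 in tobacco over the whole myeloid class. No member passed edgeR's test over all genes, and 8, 9 and 12 were lower when adjusted over the list alone, with the other members not passing.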

Flow cytometric analyses confirmed little to no change in the alveolar macrophage (CD45^+^ CD11b^−^ SiglecF^+^) percentages within the lung of exposed versus control mice (Figure 3C, D). 

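Neutrophils are short-lived cells from the bone marrow that follow chemokines such as those bound by *Cxcr2* into inflamed tissue. Lungs also hold a large pool of them at the vessel wall, so their number in a digest depends on both infiltration and how well blood was flushed out.
Neutrophils were 5.78% ± 2.12 of all cells in air (SD, n = 2 libraries), 3.33% ± 0.172 in PG:VG, 5.29% ± 1.30 in fruit, 9.57% ± 2.00 in menthol and 9.31% ± 5.56 in tobacco. The log2 fold change against air was 0.73 in menthol (standard error 0.44, adjusted p = 0.590 from edgeR), 0.69 in tobacco (standard error 0.44, adjusted p = 0.370 from edgeR), -0.13 in fruit (standard error 0.44, adjusted p = 0.862 from edgeR) and -0.80 in PG:VG (standard error 0.45, adjusted p = 0.345 from edgeR). In menthol both libraries lay above both air libraries. In tobacco the female library held 13.2% and the male library 5.38%, which lies between the air libraries at 7.28% and 4.28%. The log2 fold change in tobacco was -0.10 without its female library and 1.20 without its male library. In fruit it was 0.31 without the air female and 0.10 without the fruit female library, so that its direction is not settled.

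**Figure D1:**
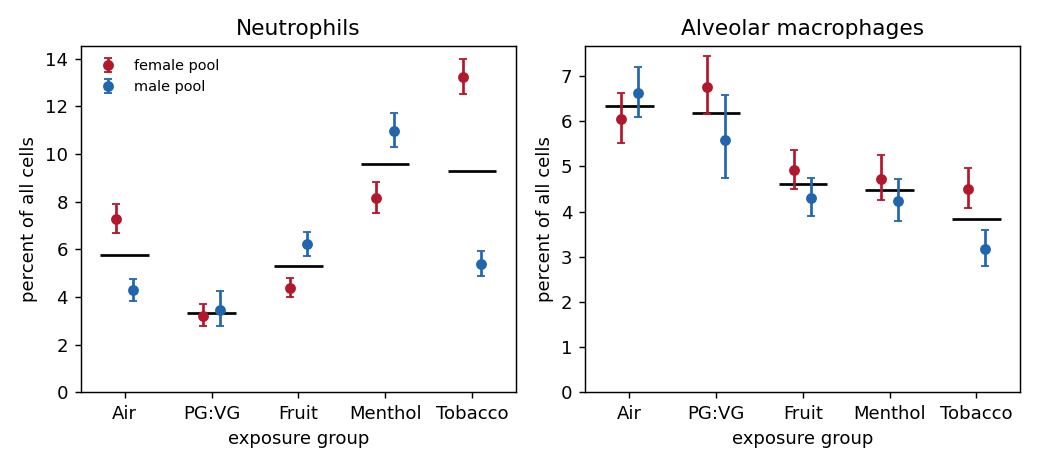
Neutrophils and alveolar macrophages as percent of all cells of a library, by exposure group. Points are the female and male pool of each group with 95% Wilson intervals, which cover counting error only, and black lines are group means, from 3.33 to 9.57% for neutrophils.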

Contrarily, we observed a flavor-dependent moderate increase in the cell frequencies of neutrophil clusters in menthol (0.1 ± 0.02) %- and tobacco (0.1 ± 0.06) %-flavored aerosol exposed mouse lungs as compared to controls (0.06 ± 0.02) % (Figure 3B). We used flow cytometry to validate the scRNA seq changes. Flow cytometry analyses showed an increase in the neutrophil (CD45^+^ CD11b^+^ Ly6G^+^) percentages of menthol-flavored e-cig aerosol exposed mouse lung, corroborating with the scRNA seq results. Furthermore, our results showed this increase to be more pronounced in male mice (p = 0.0880) as compared to their female (p = 0.9662) counterparts (Figure 3C, D).

**Figure 3.**
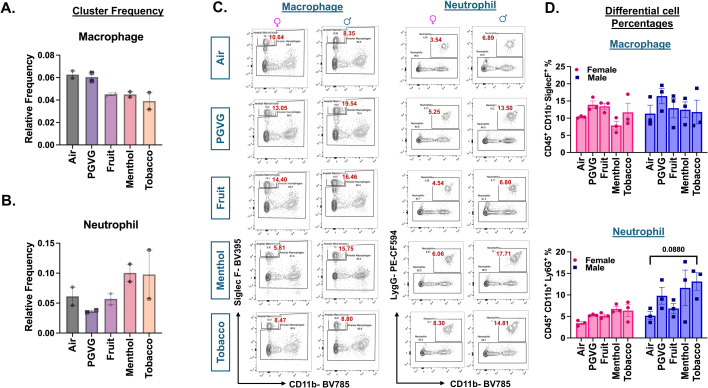
Cellular composition of myeloid cells in air and e-cig aerosol exposed mouse lungs reveals an increase in neutrophil count through scRNA seq and flow cytometry. Relative cell frequencies of alveolar macrophages (**A**) and neutrophils (**B**) across controls and flavored e-cig aerosol (Figure 3—source data 1) exposed mouse lungs as determined using scRNA seq. Representative flow plots (**C**) and bar graphs (**D**) showing sex-dependent changes in the percentages of neutrophils (CD45^+^ CD11b^+^ Ly6G^+^) and alveolar macrophage (CD45^+^ CD11b^−^ SiglecF^+^) populations (Figure 3—source data 2) in lung digests from mice exposed to differently flavored e-cig aerosols. Values plotted and written in red on the flow plots are representative of the percentage of each cell population in the total CD45^+^ cells present in the lung homogenates from treatment and control groups. Data are shown as mean ± SEM (*n* = 3/sex/group). SE determined using two-way ANOVA with a Tukey post hoc test for all cell means, to analyze the main effects of sex and treatment and their interaction. The two-way ANOVA results are shown in Supplementary file 1c. Figure 3—source data 1.Relative cell frequencies of alveolar macrophages and neutrophils across controls and flavored e-cig aerosol exposed mouse lungs as determined using scRNA seq as plotted in Figure 3A, B. Figure 3—source data 2.Values showing the sex-dependent changes in the percentages of macrophages and neutrophils out of total CD45^+^ cells in lung digests from mice exposed to differently flavored e-cig aerosols as determined using flow cytometry as plotted in Figure 3D, Figure 3—figure supplement 1A, B.

**Figure 3—figure supplement 1.**
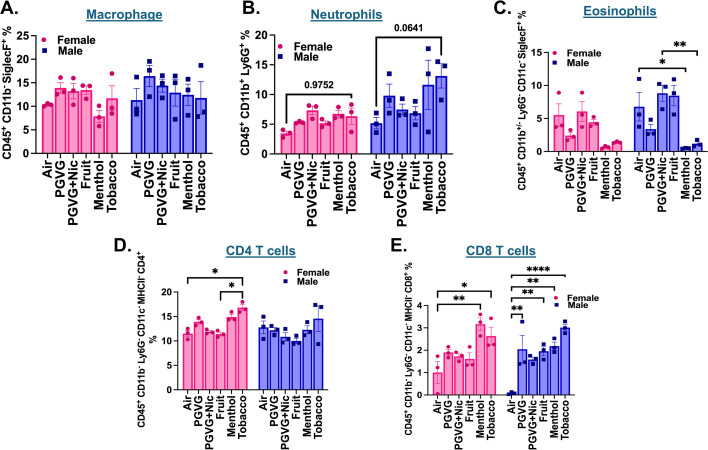
Inclusion of PG:VG + Nic group proves that nicotine is not the sole contributor to altered immune response in e-cig aerosol exposed mouse lungs. Flow cytometry results showing changes in relative percentages of alveolar macrophages (**A**), neutrophils (**B**), eosinophils (**C**), CD4 T cells (**D**), and CD8 T cells (**E**) in the lung digests from exposed (PG:VG, PG:VG + Nic, fruit, menthol, and tobacco) and control (air) mice following 5-day acute exposure. The data represented in this figure is an extension of the data represented in Figures 3—5 of the main manuscript with the addition of an extra group (PG:VG + Nic). Data are shown as mean ± SEM (*n* = 3/sex/group). SE: * p<0.05, ** p <0.01 and **** p<0.0001 as determined using two-way ANOVA with a Tukey post hoc test for all cell means, to analyze the main effects of sex and treatment and their interaction.

**Figure 3—figure supplement 2.**
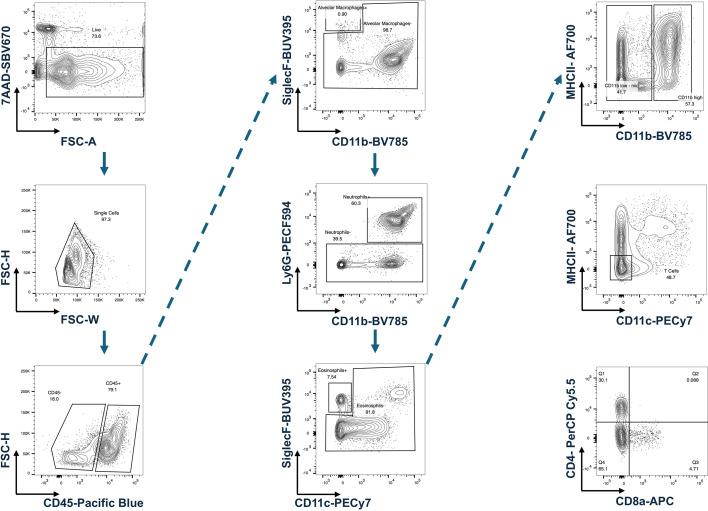
Gating strategy for the flow cytometry-based experiments. Representative plots showing the gating strategy used to gate for alveolar macrophages, neutrophils, eosinophils, CD4^+^ and CD8^+^ T cells using flow cytometry. Data is analyzed using FlowJo software.

It is important to mention that due to the presence of nicotine in all the e-liquids used as treatments for this study, we added an extra control group: PG:VG +Nic for select experiments. Flow cytometric analyses revealed slight variations in the lung neutrophils and macrophage percentages observed in the PG:VG + Nic group as compared to the PG:VG only. However, none of these changes were significant. Furthermore, the patterns of change observed for the lungs exposed to aerosols from flavored e-liquids were quite distinct from those observed for PG:VG + Nic thus proving that the observed changes are not solely due to the presence of nicotine in these groups (Figure 3—figure supplement 1).

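Eosinophils carry granules with toxic proteins and peroxidase and increase in allergic airways. In single-cell data they are often missed, since they hold little RNA and much RNase and break easily. *Siglecf* marks eosinophils and is also high on alveolar macrophages, so other genes are needed to tell the cells apart.
Besides *Siglecf*, 5 markers of eosinophils were counted in each cell. Of 72364 cells, 0 had UMIs of at least 3 of the 5 markers, which allows a share of up to 0.00415% of cells with such UMIs. At least 2 were found in 8 cells and at least 1 in 2198 cells. Eosinophils were therefore not detectable in these libraries at this depth.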

Though we did not find a distinct eosinophil cluster in our scRNA seq analyzed data, interesting sex- and flavor-specific changes were observed in the lung eosinophil (CD45^+^ CD11b^+/−^ CD11c^−^ Ly6G^−^ SiglecF^+^) population upon analyzing the flow cytometry results. A significant decline in the eosinophil percentage was observed in the lung homogenates from menthol (p = 0.0113) and tobacco (p = 0.0312)-flavored e-cig aerosol exposed male C57BL/6J mice as compared to air control. Contrarily, the eosinophil levels in the lung of male mice exposed to fruit-flavored e-cig aerosols did not show remarkable changes when compared to the levels found in control (Figure 4). These results further emphasize the need to study the sex-specific changes in the immune responses upon exposure to e-cig aerosols in vivo.

**Figure 4.**
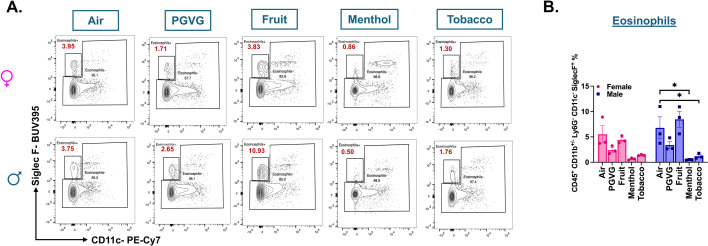
Flow cytometry analyses show significant decrease in the percentage of eosinophils in the lungs of menthol and tobacco-flavored e-cig aerosol exposed C57BL/6J mice. Representative flow plots (**A**) and bar graphs (**B**) showing the changes in the percentages of eosinophils (CD45^+^ CD11b^+/−^ CD11c^−^ Ly6G^−^ SiglecF^+^) (Figure 4—source data 1) found in the lungs of differently flavored e-cig aerosol exposed mouse lungs as compared to air controls. Data are shown as mean ± SEM (*n* = 3/sex/group). *p < 0.05, per two-way ANOVA with a Tukey post hoc test for all cell means, to analyze the main effects of sex and treatment and their interaction. The two-way ANOVA results are shown in Supplementary file 1c. Values plotted and written in red on the flow plots are representative of the percentage of each cell population in the total CD45^+^ cells present in the lung homogenates from treatment and control groups. Figure 4—source data 1.Values showing the sex-dependent changes in the percentages of eosinophils out of total CD45^+^ cells in lung digests from mice exposed to differently flavored e-cig aerosols as determined using flow cytometry as plotted in Figure 4B, Figure 3—figure supplement 1C.

### Activation of T-cell cytotoxic responses in lymphoid cells upon exposure to tobacco-flavored e-cig aerosols

We next studied the changes in the lymphoid clusters of treated and control samples. While we did not notice any change in the CD4^+^ T-cell frequencies in treatment and control groups using scRNA seq, our flow cytometry data showed significant increase in the CD4^+^ T cell (CD45^+^ CD11c^−^ Ly6G^−^ CD11b^−^ MHCII^−^ CD4^+^) frequencies in the lungs of tobacco-flavored e-cig aerosol exposed female (p = 0.0492) C57BL/6J mice (Figure 5A, C, D). scRNA data did not show any change in the cell frequencies of CD8^+^ T cells in control and exposed mouse lungs either (Figure 5B). However, flow cytometric analyses presented a different picture. 

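CD4 T cells steer other immune cells through cytokines, and CD8 T cells kill infected or altered cells. On droplet data the mRNA of *Cd4* is sparse, so the types are told apart by whole clusters and not by that transcript alone.
CD4 T cells made up 5.30% ± 1.06 of all cells in air (SD, n = 2 libraries), 5.76% ± 0.121 in PG:VG, 4.98% ± 0.159 in fruit, 4.56% ± 0.494 in menthol and 4.80% ± 0.899 in tobacco. CD8 T cells made up 2.96% ± 0.860, 3.21% ± 0.185, 3.20% ± 0.275, 2.59% ± 0.0971 and 2.95% ± 0.118 in the same order. Log2 fold changes of CD4 T cells against air were 0.12 in PG:VG, -0.09 in fruit, -0.22 in menthol and -0.14 in tobacco, with standard errors of 0.22 to 0.23. Those of CD8 T cells were 0.12, 0.11, -0.20 and -0.01, with standard errors of 0.23 to 0.24. Adjusted p-values from edgeR's test on cells per type were between 0.699 and 0.980. The air libraries differed by more than the groups did. Without the air female library the values were 0.34, 0.13, 0.00 and 0.08 for CD4 and 0.45, 0.44, 0.13 and 0.32 for CD8 T cells, and without the air male library -0.07, -0.28, -0.41 and -0.34 for CD4 and -0.15, -0.16, -0.47 and -0.28 for CD8 T cells. In tobacco both types were also above 0 without the tobacco female library (0.03 each).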

We found a significant sex-independent increase in the CD8^+^ T (CD45^+^ CD11c^−^ Ly6G^−^ CD11b^−^MHCII^−^CD8^+^) cell percentages in the lungs of menthol- and tobacco-flavored e-cig aerosol exposed mice as compared to air control. Contrarily, the CD8^+^ T-cell percentages increased in the fruit-flavored e-cig aerosol exposed male (p = 0.0163) mouse lungs and not in their female counterparts (Figure 5C, D). Of note, we did not observe any changes in the CD4^+^ and CD8^+^ T-cell percentages in the PG:VG + Nic group as compared to control, reiterating that the e-cig flavors are responsible for altered immune responses upon acute exposure in mice (Figure 3—figure supplement 1).

**Figure 5.**
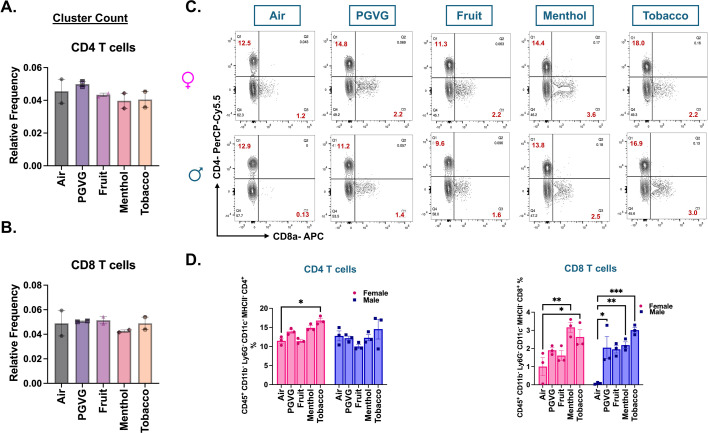
Flow cytometry results show sex-specific flavor-dependent increase in CD8^+^ T cells in lungs of differently flavored e-cig aerosol exposed C57BL/6J mouse. Relative cell frequencies of CD4^+^ (**A**) and CD8^+^ (**B**) T cells (Figure 5—source data 1) across controls and flavored e-cig aerosol exposed mouse lungs as determined using scRNA seq. Representative flow plots (**C**) and bar graph (**D**) showing changes in the mean cell percentages of CD4^+^ (CD45^+^ CD11c^−^ Ly6G^−^ CD11b^−^ MHCII^−^ CD4^+^) and CD8^+^ (CD45^+^ CD11c^−^ Ly6G^−^ CD11b^−^ MHCII^−^ CD8^+^) T cells (Figure 5—source data 2) in the lung tissue digests from male and female mice exposed to differently flavored e-cig aerosols as determined using flow cytometry. Values plotted and written in red on the flow plots are representative of the percentage of each cell population in the total CD45^+^ cells present in the lung homogenates from treatment and control groups. Data are shown as mean ± SEM (*n* = 3/sex/group). *p < 0.05, **p < 0.01, and ***p < 0.001; per two-way ANOVA with a Tukey post hoc test for all cell means, to analyze the main effects of sex and treatment and their interaction. The two-way ANOVA results are shown in Supplementary file 1c. Figure 5—source data 1.Relative cell frequencies of CD4 and CD8 T cells across controls and flavored e-cig aerosol exposed mouse lungs as determined using scRNA seq as plotted in Figure 5A, B. Figure 5—source data 2.Values showing the sex-dependent changes in the percentages of CD4 and CD8 T cells out of total CD45^+^ cells in lung digests from mice exposed to differently flavored e-cig aerosols as determined using flow cytometry as plotted in Figure 5D, Figure 3—figure supplement 1D, E.

### Sub-clustering of myeloid cluster identifies a population of neutrophils devoid of Ly6G

To probe further, we subclustered the myeloid cell populations. Upon subclustering, we identified 14 unique clusters comprising all the major cell phenotypes including neutrophils, alveolar macrophages, interstitial macrophages, monocytes, dendritic cells, and mast cells (Figure 6A). A detailed account of all the cell types identified with their respective marker genes in myeloid subcluster is provided in Supplementary file 1r. On deeper evaluation, we identified two unique phenotypes of neutrophils (identified by *S100a8*, *S100a9*, *Il1b*, *Retnlg*, *Mmp9*, and *Lcn2*) in the mouse lungs. These clusters were named as ‘Ly6G^+^ Neutrophils’ and ‘Ly6G^−^ Neutrophils’ based on the presence or absence of Ly6G marker, respectively (Figure 6B). 

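*Ly6g* encodes a surface protein that mouse neutrophils gain as they mature in the bone marrow. *S100a8* and *S100a9* encode calprotectin, which makes up much of the neutrophil cytosol. Neutrophils hold few mRNA molecules per cell, so a transcript of low level is missed in many cells that carry it.
Clustering of the myeloid class alone gave 27 clusters, of which 24 were named and 6 were neutrophils (18 named and 4 neutrophil clusters at resolution 0.5). At least 1 *Ly6g* UMI was found in 15.6% of all 4999 neutrophils, at a median of 5265 UMIs, and in 0.0203% of B cells, at a median of 6121 UMIs. In the neutrophil cluster with the lowest *Ly6g* mean (1532 cells, median 4880 UMIs), 3.98% had a *Ly6g* UMI, and in the highest 28.8% did. The 3.98% lies far above the share in B cells, so this cluster is low in *Ly6g* and not free of it. Its share of neutrophils ran from 8.14% in the air female library to 60.7% in the PG:VG male library, and was larger in the male than in the female library of each of the 5 groups. Within each sex it was lowest in air, at 8.14% against 21.2% to 26.0% in the exposed female and 20.2% against 40.3% to 60.7% in the exposed male libraries. The exact permutation p among the 5 groups was 0.598 when libraries were permuted regardless of sex and 0.15 within each sex, a test chosen after the values were seen. All 8 exposed libraries also lay above the air library of their sex with doublets kept and with stricter cells, 7 of 8 did with genes centred and 6 of 8 at resolution 0.5, where the p was 0.0349 regardless of sex and 0.0833 within each sex, from a cluster that held 1.74% to 5.95% of neutrophils. When neutrophils with at least 2000 UMIs, all but 1 to 8 per library, were thinned to 2000 UMIs, 88.4% to 98.8% had no *Ly6g* UMI (exact permutation p = 0.941, and 0.8 within each sex), and 4 of 8 exposed libraries lay above air. The paper states that neutrophils fall into a Ly6G-positive and a Ly6G-negative phenotype.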

Ly6G is important for neutrophil migration, maturation, and function within the lung (Lee et al., 2013). Since we did not anticipate identifying such a population of neutrophils following acute e-cig exposure, we did not gather flow cytometry evidence to validate this finding.

**Figure 6.**
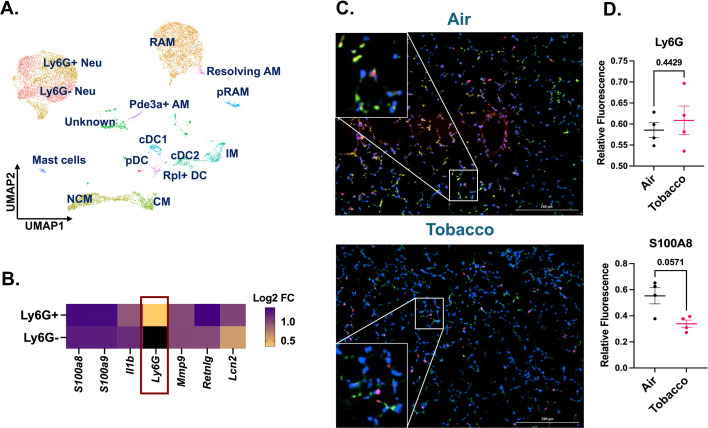
Co-immunofluorescence validates the increase of Ly6G^–^ and Ly6G^+^ neutrophil population in the tobacco-flavored e-cig exposed female C57BL/6J mice. The myeloid cell clusters were subsetted to identify two populations of neutrophils with and without the presence of Ly6G cell marker representing mature and immature neutrophils, respectively. Uniform Manifold Approximation and Projection (UMAP) showing the 14 distinct cell populations identified upon subsetting and re-clustering the myeloid clusters from scRNA seq dataset from control and e-cig exposed mouse lungs (**A**). Marker plot showing the differential expression of highly expressed genes in the Ly6G^+^ and Ly6G^−^ neutrophil cluster. The intensity of expression is indicated by the yellow-blue coloring; black represents nil value for expression for that gene (**B**). scRNA seq findings for presence of mature (Ly6G^+^) and immature (Ly6G^−^) neutrophils were validated by staining the tissue sections from tobacco-flavored e-cig aerosols and control (air) with Ly6G (green) and S100A8 (red, neutrophil activation marker). Representative images showing the co-immunostaining of Ly6G and S100A8 (shown as yellow puncta) at 20X magnification (**C**) with respective quantification of relative fluorescence for Ly6G and S100A8 (Figure 6—source data 1) (**D**) in control and tobacco-flavored e-cig aerosol exposed mice. Data are shown as mean ± SEM (*n* = 4/group). SE calculated per Mann–Whitney *U* test for pairwise comparisons. Here, Neu: neutrophil, AM: alveolar macrophage, RAM: resident AM, pRAM: proliferating RAM, IM: interstitial macrophage, CM: classical monocyte, NCM: non-classical monocyte, and DC: dendritic cell. Figure 6—source data 1.Mean value of relative fluorescence as determined from 6 to 10 random images captured from tissue sections from control and e-cig aerosol exposed mouse lungs quantitating Ly6G^+^ and S100A8^+^ puncta as plotted in Figure 6D.

**Figure 6—figure supplement 1.**
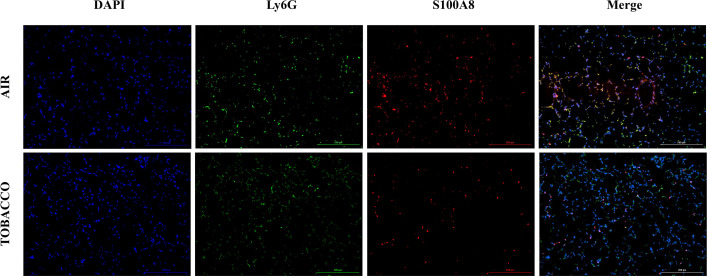
Co-immunofluorescence shows loss of S100A8 positive cells in tobacco-flavored e-cig aerosol exposed mouse lungs. Co-immunofluorescence results showing single channel staining for DAPI (blue channel), Ly6G (green channel), and S100A8 (red channel) along with the merged images in lung tissue sections from control and tobacco-flavored e-cig aerosol treated mouse lungs at 20X magnification. The above image is an extension of the data presented in Figure 6C, D of the main manuscript.

We speculated that the Ly6G^−^ population is a population of immature neutrophils. To confirm this possibility, we performed co-immunofluorescence using S100A8 (red; marker for neutrophil activation) and Ly6G (green) specific antibodies for control (air) and tobacco-flavored e-cig aerosol exposed mouse lungs. Co-immunofluorescence results showed a moderate increase (p = 0.4429) in the level of Ly6G^+^ cells in the lungs of tobacco-flavored aerosol exposed mice as compared to air. However, the level of S100A8^+^ cells decreased markedly (p = 0.0571) in e-cig exposed group, thus showing that activation of neutrophils could be affected upon acute exposure to e-cigs (Figure 6—figure supplement 1C, D).

### Exposure to fruit-flavored e-cig aerosols affects the mitotic pathway genes in the lymphoid cluster

To assess the effects of acute exposures to differently flavored e-cig aerosols on the cell composition in the mouse lungs, we performed differential expression analyses for each flavor in comparison to air and PG:VG controls. The fruit-flavored e-cig aerosol exposure had the mildest effect on the cell compositions and gene expression as compared to the controls in our study. We did not observe major dysregulation in the gene expression for myeloid cell cluster in fruit-flavored e-cig exposed mouse lungs as compared to air controls. A total of 24 genes (17 upregulated; 7 downregulated) were significantly (p < 0.05) differentially expressed in the myeloid clusters in the lungs of animals exposed to fruit-flavored e-cig aerosols (Figure 7Ai, Supplementary file 1e). 

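Fruit-flavored liquids carry esters and aldehydes that can irritate the airways. Immediate early genes such as *Egr1* and *Nr4a1* follow most stimuli within minutes, *Nfe2l2* target genes such as *Hmox1* follow oxidative stress, and granzymes and perforin arm NK and T cells.
The paper's table for the fruit group in the myeloid cluster names 24 genes. All 24 were tested here, and all had the direction of the paper's table, which is no independent evidence since they were picked from the same libraries. At an unadjusted p under 0.05 from edgeR there were 24, 0 passed after adjustment, and DESeq2 called 19. Across the gene lists, no member passed edgeR's test over all genes. Of 18 cytotoxicity genes of NK and T cells, all 18 were higher in value in fruit, with a median log2 fold change of 0.65, and 0 passed when adjusted over the list alone. The camera set test with a preset correlation of 0.01 called this list (adjusted p = 1.11e-07), and with the correlation estimated from these libraries it did not (adjusted p = 0.195). These values are from the myeloid class, while NK cells were 1.58% of all cells in air and 2.83% in fruit. A source outside myeloid cells was not excluded. Of 16 immediate early genes, 6 were higher when adjusted over the list alone (median 0.29), and of 9 short ribosomal protein genes, 9 were (median 0.35). Of 11 genes of the NRF2 and metal response, 0 passed, with a median of -0.26. Of 15 interferon response genes, 2 were higher when adjusted over the list alone (median 0.26). The paper states that fruit-flavored aerosol activates innate immunity mediated by oxidative stress.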

GO analyses of differentially expressed upregulated genes showed enrichment of terms like ‘NK cell-mediated immune response to tumor cells’ (fold enrichment = 9.75; p_adj_ = 0.0003), ‘haptoglobin binding’ (fold enrichment = 7.76; p_adj_ = 0.0096) and ‘transmembrane-ephrin receptor activity’ (fold enrichment = 7.05; p_adj_ = 0.014) in (Figure 7Aii, Supplementary file 1f) in fruit-flavored aerosol exposed mice lung as compared to control. Importantly, few gene clusters (*Hbb-bs*, *Hbb-bt*, *Hba-a2*, and *Hbb-a1*) showed sex-specific changes in the gene expressions in exposed lungs as compared to control. These gene clusters are enriched for ‘erythrocyte development’ and warrant further study.

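Hemoglobin carries oxygen in red blood cells. Its alpha chains are encoded by *Hba-a1* and *Hba-a2* and its beta chains by *Hbb-bs* and *Hbb-bt*, each pair of genes being nearly identical in sequence. Reticulocytes hold so much of these mRNAs that a few broken cells can spread them through a whole sample.
In myeloid cells of the fruit group, *Hba-a1* (ENSMUSG00000069919, chromosome 11, 32283511 to 32284465 in mm10) was at 284 ± 398 CPM (SD, n = 2 libraries), against 2.30 ± 0.699 in air. Its log2 fold change was 6.94 (standard error 1.83, adjusted p = 0.323 from edgeR and 0.0110 from DESeq2). That of *Hba-a2* (ENSMUSG00000069917) was 7.11 (standard error 1.85, adjusted p = 0.323 from edgeR), of *Hbb-bs* (ENSMUSG00000052305) 6.81 (standard error 2.11, adjusted p = 0.333 from edgeR) and of *Hbb-bt* (ENSMUSG00000073940) 8.40 (standard error 2.24, adjusted p = 0.323 from edgeR). Without the fruit female library the values were 0.15, 0.40, -1.24 and 0.27. Hemoglobin transcripts in myeloid cells summed to 3023 CPM in the fruit female library and 8.24 in the fruit male library, 17.3 and 7.06 in the air libraries, and 7936 and 6744 in the PG:VG libraries. In the fruit female library 5 cells held 95.8% of these UMIs, and 74.0% of its 1272 myeloid cells had at least 1. The same library exceeded the fruit male library in all 5 classes.

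**Figure D2:**
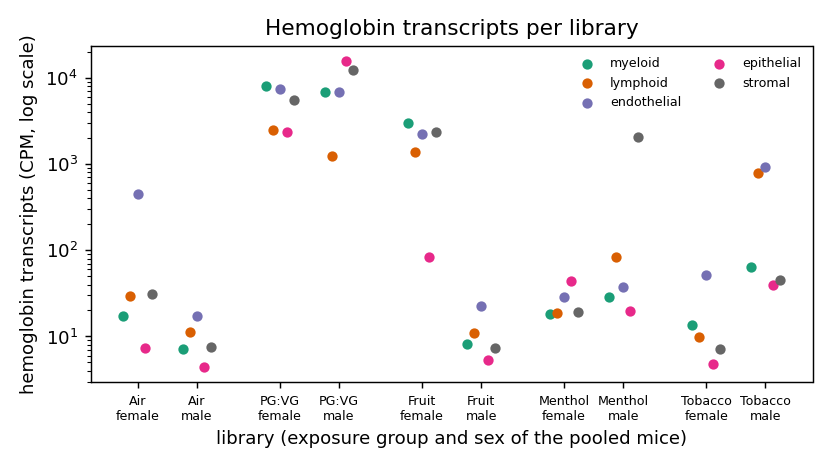
Hemoglobin transcripts in CPM (log scale) for each library, with 1 point per cell class. The female fruit library and both PG:VG libraries stand highest in myeloid cells, at 3023, 7936 and 6744.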

**Figure 7.**
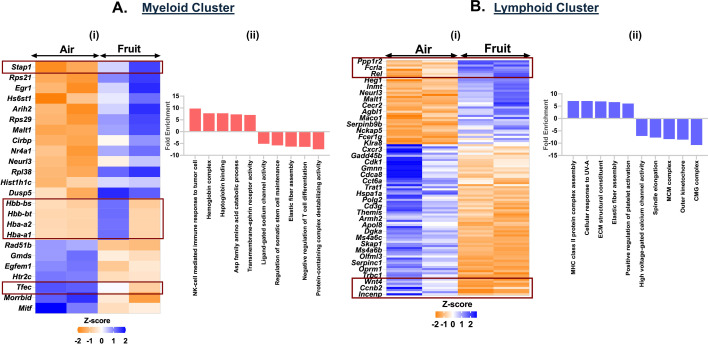
Exposure to fruit-flavored e-cig aerosols results in activation of oxidative stress-mediated innate immunity in C57BL/6J mouse lungs. Male and female C57BL/6J mice were exposed to 5-day nose-only exposure to fruit-flavored e-cig aerosols. The mice were sacrificed after the final exposure, and mouse lungs from air (control) and aerosol (fruit-flavored) exposed groups were used to perform scRNA seq. Heatmap and bar plot showing the DESeq2 (**i**) and GO analyses (**ii**) results from the significant (p < 0.05) up/downregulated differentially expressed genes (DEGs) in the myeloid (**A**) and lymphoid (**B**) cell cluster (Figure 7—source data 1) from fruit-flavored e-cig aerosol exposed mouse lungs as compared to controls. Data is representative of n = 2/sex/group. Figure 7—source data 1.*Z*-score table showing significant (p < 0.05) differentially expressed genes (DEGs) and top 10 GO terms associated with the respective genes in the myeloid and lymphoid cluster from mouse lungs exposed to 5-day nose-only exposure to fruit-flavored e-cig aerosol when compared to air control as plotted in Figure 7A(i, ii), B(i, ii).

We further found dysregulation of 112 genes (40 up- and 72 downregulated) in the lymphoid cluster of exposed mice. Upregulation of *H2-DMb2*, *H2-DMb1*, *Gp5*, *Pdpn*, among others, enriched for ‘MHC class II protein complex assembly’ (fold enrichment = 7.10; p_adj_ = 0.0009) and ‘positive regulation of platelet activation’ (fold enrichment = 6.08; p_adj_ = 0.0023) in exposed group as compared to air control. 

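*H2-DMb1* and *H2-DMb2* encode beta chains of H2-DM, which helps MHC class II molecules exchange peptides in B cells and other antigen-presenting cells. *Gp5* encodes a platelet glycoprotein, and *Pdpn* encodes podoplanin of alveolar and lymphatic cells, neither of which lymphocytes are known to make in quantity.
In lymphoid cells of the fruit group, *H2-DMb1* (ENSMUSG00000079547, chromosome 17, 34153072 to 34160230 in mm10) was at 58.0 ± 9.77 CPM (SD, n = 2 libraries) against 35.5 ± 7.92 in air. Its log2 fold change was 0.71 (standard error 0.31, adjusted p = 0.318 from edgeR and 0.522 from DESeq2). That of *H2-DMb2* (ENSMUSG00000037548) was 0.49 (standard error 0.20, adjusted p = 0.294 from edgeR). *Gp5* (ENSMUSG00000047953) was at 0.187 ± 0.00969 CPM against 0.276 ± 0.125, with a log2 fold change of -0.47 (standard error 0.65, adjusted p = 0.793 from edgeR). *Pdpn* had too few counts to be tested. B cells made up 17.5% of cells in fruit and 10.4% in air (log2 fold change 0.76, standard error 0.34, adjusted p = 0.203 from edgeR's test on cells per type). From cell type shares alone, *H2-DMb1* would be higher by 0.39 and *H2-DMb2* by 0.40, and within B cells they were higher by 0.31 and 0.08. Of 10 MHC class II genes, 0 passed over all genes and 9 were higher when adjusted over the list alone (median 0.51). Of 10 B cell identity genes 5 were higher (median 0.38) and of 14 T cell identity genes 14 were lower (median -0.59) when adjusted over the list alone, and no list passed camera with an estimated correlation (adjusted p = 0.379 to 0.455).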

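*Mcm2* and *Mcm4* are subunits of the helicase that opens DNA at replication origins. *Kif4* is a motor protein of mitotic chromosomes, and *Cdca8* belongs to the complex that checks their attachment to the spindle. These genes are on in dividing cells and nearly off in resting lymphocytes, so that a small number of dividing cells sets their level in a lymphoid pool. *Cacna1f* and *Cacnb3* encode subunits of voltage-gated calcium channels.
In fruit against air, the log2 fold change was -0.66 for *Mcm2* (ENSMUSG00000002870, standard error 0.27, adjusted p = 0.295 from edgeR), -0.47 for *Mcm4* (ENSMUSG00000022673, standard error 0.19, adjusted p = 0.293), -2.15 for *Kif4* (ENSMUSG00000034311, standard error 0.65, adjusted p = 0.211) and -2.12 for *Cdca8* (ENSMUSG00000028873, standard error 0.49, adjusted p = 0.177). Without the air female library these values were -0.01, -0.06, -1.07 and -1.06. That library held 45 dividing lymphoid cells (0.635% of its cells), and the other 9 libraries held 1 to 9 each. Of 20 genes of DNA replication and mitosis, 0 passed over all genes and 19 were lower when adjusted over the list alone, with a median of -1.42. The median was -1.44 in PG:VG. Without the air female library the medians were -0.56 and -0.29. *Cacnb3* was at 0.349 ± 0.0150 CPM (SD, n = 2 libraries) against 0.695 ± 0.340, with a log2 fold change of -1.03 (adjusted p = 0.463 from edgeR), and *Cacna1f* had too few counts to be tested.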

We also observed downregulation of genes like *Mcm4*, *Mcm2*, *Kif4*, *Cdca8*, *Cacna1f*, and *Cacnb3*, in the lymphoid cluster of mice exposed to fruit-flavored e-cig aerosol. GO analyses of the downregulated genes enriched for terms like ‘CMG complex’ (fold enrichment = 10.75; p_adj_ = 3.39E-07), ‘spindle elongation’ (fold enrichment = 7.72; p_adj_ = 0.0005) and ‘high voltage-gated calcium channel activity’ (fold enrichment = 7.09; p_adj_ = 0.0059) in fruit-flavored aerosol exposed mouse lungs as compared to air controls (Figure 7Bi–ii, Supplementary file 1l-m).

### Exposure to menthol-flavored e-cig aerosols affects the immune cell function

We demonstrated an upregulation of 220 genes and a downregulation of 104 genes in the myeloid cluster of mouse lungs exposed to menthol-flavored e-cig aerosol as compared to ambient air. 

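*Il12a* and *Il12b* encode the chains of IL-12, with which dendritic cells and macrophages drive T cells toward interferon production. *Arid5a* keeps certain cytokine mRNAs stable, and *Il1b* encodes the precursor of IL-1beta, of which neutrophils and monocytes are the main source. *Cacna1d* and *Cacnb2* encode subunits of L-type calcium channels.
In myeloid cells of the menthol group, *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139 in mm10) was at 1270 ± 193 CPM (SD, n = 2 libraries) against 754 ± 313 in air. The log2 fold change was 0.75 (standard error 0.29, adjusted p = 0.248 from edgeR). Within neutrophils alone it was -0.17 and within alveolar macrophages -0.08, while neutrophils made up a larger part of the menthol libraries. *Il12a* (ENSMUSG00000027776) was at 1.85 ± 0.795 CPM against 0.534 ± 0.115 (log2 fold change 1.78, standard error 0.55, adjusted p = 0.198 from edgeR). *Il12b* (ENSMUSG00000004296) had a log2 fold change of 0.85 (standard error 0.73, adjusted p = 0.568 from edgeR), which was 0.09 without the air male and 2.59 without the air female library. *Arid5a* (ENSMUSG00000037447) had 0.75 (standard error 0.26, adjusted p = 0.215 from edgeR) and *Cacna1d* (ENSMUSG00000015968) 0.62 (standard error 0.33, adjusted p = 0.363 from edgeR). *Cacnb2* (ENSMUSG00000057914) was at 41.3 ± 2.06 CPM against 22.8 ± 0.106 (log2 fold change 0.85, standard error 0.23, adjusted p = 0.189 from edgeR and 0.0224 from DESeq2), and in alveolar macrophages alone it was -0.29. Of 10 genes of the IL-12, IL-18 and Th1 axis, 0 passed over all genes, and 4 were higher and 2 lower when adjusted over the list alone. The list's median was 0.80. Of 15 inflammatory cytokine and NF-kB feedback genes 0 passed either way (median 0.57), and of 6 voltage-gated calcium channel genes 1 was higher when adjusted over the list alone (median 0.10). None of these lists passed camera with an estimated correlation (adjusted p = 0.240 to 0.343).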

We observed increased expression of inflammatory genes including *Il12b, Arid5a, Il12a, Il1b, Cacna1d, and Cacnb2* enriching for terms like ‘T-helper 1 cell cytokine production’ (fold enrichment = 6.21; p_adj_ = 0.0115) and ‘L-type voltage-gated calcium channel complex’ (fold enrichment = 5.58; p_adj_ = 0.0191) in the myeloid cluster of menthol-flavored e-cig aerosol exposed mouse lungs as compared to air. 

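*Hspa1a* and *Hspa1b* encode the inducible HSP70, which refolds damaged proteins. They are single-exon genes of nearly the same sequence that heat, enzymes and mechanical stress switch on within minutes. *Erbb2* encodes a receptor kinase known from epithelia and *Nrg4* a ligand of the related receptor ErbB4, and *Ovol1*, *Mapk15* and *Katnal2* are known from epithelial and ciliated cells.
Menthol against air gave a log2 fold change of -1.43 for *Hspa1a* (ENSMUSG00000091971, standard error 0.59, adjusted p = 0.266 from edgeR), from 11.2 ± 0.969 against 30.2 ± 7.83 CPM (SD, n = 2 libraries). For *Hspa1b* (ENSMUSG00000090877) it was -1.73 (standard error 0.74, adjusted p = 0.278 from edgeR). Reads of these genes cannot be fully told apart. *Erbb2* (ENSMUSG00000062312) was at 0.766 ± 0.0817 CPM against 2.02 ± 0.383 (log2 fold change -1.39, adjusted p = 0.248 from edgeR), and *Nrg4* (ENSMUSG00000032311) had -0.68 (standard error 0.34, adjusted p = 0.341 from edgeR). *Ovol1*, *Mapk15* and *Katnal2* had too few counts to be tested. Of the 324 genes of the paper's table for menthol in the myeloid cluster, all 324 had the direction of the table, 307 had an unadjusted p under 0.05, 0 passed after adjustment in edgeR, and DESeq2 called 225. The table was drawn from the same libraries, so the shared direction is no independent evidence. Of 16 heat shock protein genes, 16 were lower in value, 0 passed over all genes, and 9 were lower when adjusted over the list alone (median -0.59). The paper states that menthol-flavored aerosol activates innate immune responses.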

We also found a downregulation in the expression of *Ovol1*, *Mapk15*, *Erbb2*, *Nrg4*, *Katnal2*, *Hspa1b*, and *Hspa1a* in the myeloid cells of flavored e-cig aerosols. GO analyses of the DEGs, thus, showed enrichment of terms like ‘regulation of meiotic cell cycle phase transition’ (fold enrichment = 6.48; p_adj_ = 0.0051), ‘ERBB4 signaling pathway’ (fold enrichment = 5.40; p_adj_ = 0.025), and ‘protein-containing complex destabilizing activity ’ (fold enrichment = 6.36; p_adj_ = 0.0095) as the top hits as shown in Figure 8Ai, ii (Supplementary file 1g, h).

**Figure 8.**
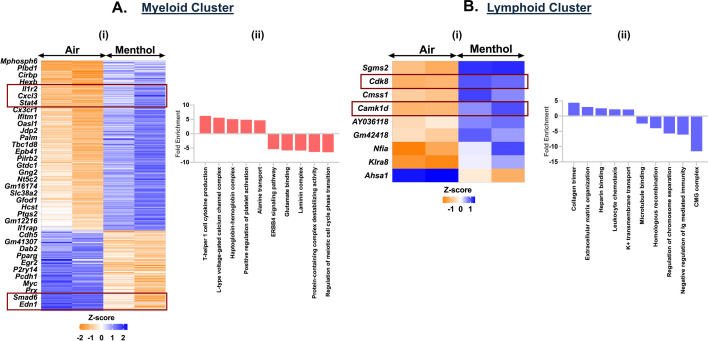
Exposure to menthol-flavored e-cig aerosols results in activation of innate immune responses in C57BL/6J mouse lungs. Male and female C57BL/6J mice were exposed to 5-day nose-only exposure to menthol-flavored e-cig aerosols. The mice were sacrificed after the final exposure, and mouse lungs from air (control) and aerosol (menthol-flavored) exposed groups were used to perform scRNA seq. Heatmap and bar plot showing the DESeq2 (**i**) and GO analyses (**ii**) results from the significant (p < 0.05) up/downregulated differentially expressed genes (DEGs) in the myeloid (**A**) and lymphoid (**B**) cell cluster (Figure 8—source data 1) from menthol-flavored e-cig aerosol exposed mouse lungs as compared to controls. Data is representative of n = 2/sex/group. Figure 8—source data 1.*Z*-score table showing significant (p < 0.05) differentially expressed genes (DEGs) and top 10 GO terms associated with the respective genes in the myeloid and lymphoid cluster from mouse lungs exposed to 5-day nose-only exposure to menthol-flavored e-cig aerosol when compared to air control as plotted in Figure 8A(i, ii), B(i, ii).

Contrary to the responses observed for exposure to fruit-flavored e-cig aerosols, we found significant (p < 0.05) upregulation in the expression of *Cdk8* and *Camk1d* genes in the lymphoid cell population for menthol-flavored aerosol exposed mouse lungs (Figure 8Bi, Supplementary file 1n). 

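*Cdk8* is the kinase of the Mediator complex, through which transcription factors reach RNA polymerase II. *Camk1d* is a kinase that calcium and calmodulin switch on. Both are transcribed in many cell types. *Gm42418* and *AY036118* are transcripts that overlap rRNA sequence.
In lymphoid cells of the menthol group, *Cdk8* (ENSMUSG00000029635, chromosome 5, 146231230 to 146302874 in mm10) was at 130 ± 1.84 CPM (SD, n = 2 libraries) against 76.6 ± 0.856 in air. The log2 fold change was 0.77 (standard error 0.13, adjusted p = 0.307 from edgeR and 0.000221 from DESeq2). *Camk1d* (ENSMUSG00000039145, chromosome 2, 5293457 to 5714515) was at 551 ± 13.8 against 414 ± 12.1 CPM (log2 fold change 0.42, standard error 0.08, adjusted p = 0.364 from edgeR and 0.0290 from DESeq2). Within T cells alone the log2 fold changes were 0.69 and 0.40, and within B cells 0.79 and 0.41, and cell type shares alone would give 0.045 and 0.031. Over the 5 classes, menthol gave 0.37 to 0.77 for *Cdk8* and 0.42 to 0.50 for *Camk1d*, and tobacco 0.49 to 0.85 and 0.50 to 0.91. Of 7 rRNA-like and co-varying transcripts, 6 were higher in lymphoid cells of the menthol group when adjusted over the list alone and 0 over all genes (median 0.61). This list passed camera with an estimated correlation (adjusted p = 0.0168). It is no independent evidence, since *Cdk8* and *Camk1d* are themselves among its members and most members were picked from the study's results on these libraries. Of 20 genes of DNA replication and mitosis, 20 were lower when adjusted over the list alone (median -1.34, and -0.36 without the air female library). The paper reasons from these kinases that lymphoid cells proliferate more.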

*Cdk8* (cyclin-dependent kinase 8) is a transcriptional regulator that has a role in the cell cycle progression (Dannappel et al., 2018). Whereas *Camk1d* (calcium/calmodulin-dependent protein kinase ID) functions to regulate calcium-mediated granulocyte function and respiratory burst within the cells (Jin et al., 2022). GO analyses of up- and downregulated genes showed enrichment of terms including ‘regulation of toll-like receptor 9 signaling pathway’ (fold enrichment = 5.96; p_adj_ = 0.034), ‘transforming growth factor beta activation’ (fold enrichment = 5.42; p_adj_ = 0.044), ‘mitotic DNA replication’ (fold enrichment = –7.98; p_adj_ = 2.51E−05) and ‘outer kinetochore’ (fold enrichment = –8.58; p_adj_ = 1.13E−08) in the lymphoid cluster from menthol-flavored e-cig aerosol exposed mouse lungs (Figure 8Bii, Supplementary file 1o).

### Exposure to tobacco-flavored e-cig aerosol elicits immune response in myeloid cell and cell cycle arrest in lymphoid cell population

Like menthol-, tobacco-flavored e-cig aerosol also elicited a significant increase in the expression of 338 genes and a decrease in 215 genes as compared to air controls in the myeloid cell cluster. We observed an increase in the expression of chemokines like *Stat4*, *Il1b*, *Il1bos*, *Il18r1*, *Unc13d*, *Lgals9*, and *Nkg7* in the myeloid cells resulting in enrichment of terms like ‘T-helper 1 cell cytokine production’ (fold enrichment = 6.66; p_adj_ = 0.0011) and ‘natural killer cell degranulation’ (fold enrichment = 6.28; p_adj_ = 0.0042) in tobacco-flavored e-cig aerosol exposed mouse lungs as compared to air controls.

We further found downregulation of genes including *Mcmdc2*, *Rad51*, *Spp1*, and *Slc34a2* which enrich for terms like ‘double-strand break repair involved in meiotic recombination’ (fold enrichment = 6.44; p_adj_ = 0.0019) and ‘intracellular phosphate ion homeostasis’ (fold enrichment = 6.52; p_adj_ = 0.0052) in myeloid cluster from tobacco-exposed e-cig aerosols (Figure 9Ai, ii, Supplementary file 1i, j).

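*Stat4* carries the signal of IL-12 into the nucleus of NK cells and T cells. *Unc13d* and *Nkg7* are needed for the release of cytotoxic granules, *Lgals9* encodes galectin-9, and *Il1bos* is an antisense transcript of *Il1b*. *Spp1* encodes osteopontin of macrophages, and *Slc34a2* is the phosphate transporter of alveolar type II cells.
In myeloid cells of the tobacco group, *Stat4* (ENSMUSG00000062939, chromosome 1, 51987148 to 52107189 in mm10) was at 65.8 ± 18.6 CPM (SD, n = 2 libraries) against 26.3 ± 5.81 in air. Its log2 fold change was 1.33 (standard error 0.34, adjusted p = 0.0961 from edgeR and 0.00121 from DESeq2). *Il1b* was at 1466 ± 532 CPM (log2 fold change 0.96, standard error 0.29, adjusted p = 0.119 from edgeR), and its log2 fold change was 0.53 without the tobacco female library. *Lgals9* (ENSMUSG00000001123) had 0.60 (standard error 0.14, adjusted p = 0.0885 from edgeR), *Il1bos* (ENSMUSG00000074805) 1.70 (adjusted p = 0.103), *Unc13d* (ENSMUSG00000057948) 0.83 (adjusted p = 0.0972) and *Il18r1* (ENSMUSG00000026070) 0.97 (adjusted p = 0.208). *Unc13d* was at -0.36 within neutrophils and -0.25 within alveolar macrophages. *Nkg7* (ENSMUSG00000004612) was at 4.72 ± 3.52 against 2.70 ± 1.65 CPM (log2 fold change 0.77, adjusted p = 0.444 from edgeR), with -0.26 without the tobacco male library. *Spp1* (ENSMUSG00000029304) was at 116 ± 7.99 against 189 ± 32.2 CPM (log2 fold change -0.71, standard error 0.18, adjusted p = 0.0961 from edgeR and 0.00932 from DESeq2). *Mcmdc2* (ENSMUSG00000046101) and *Slc34a2* (ENSMUSG00000029188) had -0.67 and -0.66 (adjusted p = 0.358 and 0.286 from edgeR).
No member of the gene lists that follow passed edgeR over all genes. When adjusted over the list alone, 9 of 15 inflammatory cytokine and NF-kB feedback genes were higher (median 0.90), 4 of 10 genes of the IL-12, IL-18 and Th1 axis were higher and 1 lower (median 0.70), 9 of 18 cytotoxicity genes were higher (median 0.80), 8 of 10 monocyte identity genes were higher (median 0.81), and 3 of 15 neutrophil granule and chemotaxis genes were higher (median 0.55). Of 20 DNA replication and mitosis genes 15 were lower (median -0.70). None passed camera with an estimated correlation (adjusted p = 0.110 to 0.488), and fry, which tests whether a list moves one way without comparing it with other genes, called cytotoxicity (adjusted p = 0.0191) and DNA replication and mitosis (adjusted p = 0.0411). The cytotoxicity list holds genes of NK and T cells and was read here in the myeloid class. NK cells were 1.58% of all cells in air and 2.72% in tobacco, and a source outside myeloid cells was not excluded. The paper states that tobacco-flavored aerosol activates cytolysis and neutrophil chemotaxis.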

**Figure 9.**
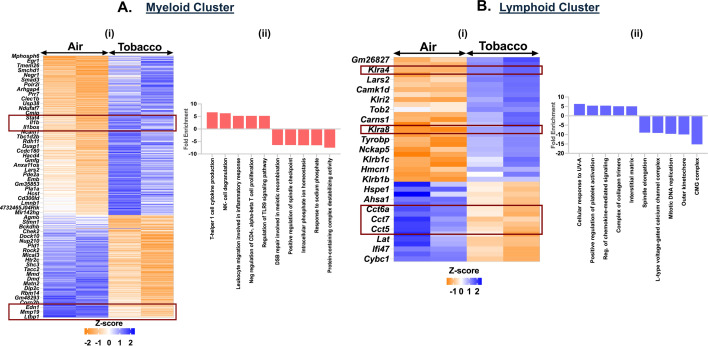
Exposure to tobacco-flavored e-cig aerosols results in activation of cytolysis and neutrophil chemotaxis in C57BL/6J mouse lungs. Male and female C57BL/6J mice were exposed to 5-day nose-only exposure to tobacco-flavored e-cig aerosols. The mice were sacrificed after the final exposure, and mouse lungs from air (control) and aerosol (tobacco-flavored) exposed groups were used to perform scRNA seq. Heatmap and bar plot showing the DESeq2 (i) and GO analyses (ii) results from the significant (p < 0.05) up/downregulated differentially expressed genes (DEGs) in the myeloid (**A**) and lymphoid (**B**) cell cluster from (Figure 9—source data 1) tobacco-flavored e-cig aerosol exposed mouse lungs as compared to controls. Data is representative of n = 2/sex/group. Figure 9—source data 1.*Z*-score table showing significant (p < 0.05) differentially expressed genes (DEGs) and top 10 GO terms associated with the respective genes in the myeloid and lymphoid cluster from mouse lungs exposed to 5-day nose-only exposure to tobacco-flavored e-cig aerosol when compared to air control as plotted in Figure 9A(i, ii), B(i, ii).

**Figure 9—figure supplement 1.**
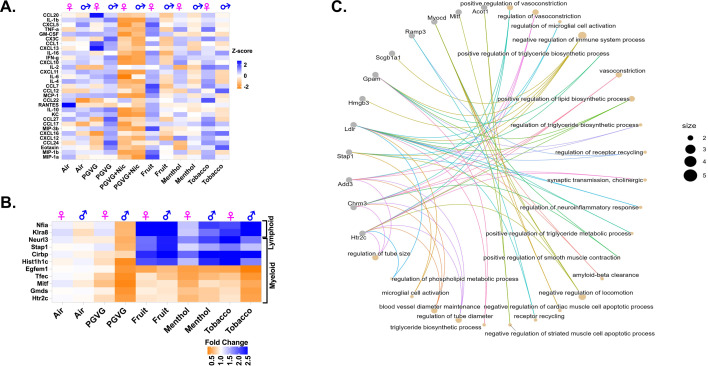
Exposure to flavored e-cig aerosol results in dysregulated chemokine signaling and T-cell activation. The levels of pro-inflammatory cytokines/chemokines in the lung digests (Figure 9—figure supplement 1—source data 1) from experimental (PG:VG, PG:VG + Nic, fruit, menthol, and tobacco) and control (air) were assessed using multianalyte assay. The results obtained were plotted as a heatmap with the *z*-scores represented between the scale of orange (low) to blue (high) (**A**). Heatmap showing the fold changes in the expression of commonly dysregulated genes in the myeloid and lymphoid clusters (Figure 9—figure supplement 1—source data 2) in mouse lungs exposed to flavored e-cig aerosols as compared to ambient air as determined after DESeq2 analyses (**B**). CNET plot results showing the pathways regulated by the common differentially expressed genes (DEGs) (across all cell types) on acute (5-day) exposure to differently flavored (fruit, menthol, and tobacco) e-cig aerosols in C57BL/6J mouse lungs (**C**). Data is representative of n = 2/sex/group. Figure 9—figure supplement 1—source data 1.*Z*-score values of the levels of cytokine/chemokine obtained in per mg of protein from mouse lung tissue samples following 5-day nose-only exposure to PG:VG, PG:VG + Nic, fruit, menthol, or tobacco-flavored e-cig aerosols as plotted in Figure 9—figure supplement 1A. Figure 9—figure supplement 1—source data 2.*Z*-score values of the gene expression of commonly dysregulated genes in the mouse lung tissue samples following 5-day nose-only exposure to PG:VG, fruit, menthol, or tobacco-flavored e-cig aerosols as compared to air controls as plotted in Figure 9—figure supplement 1B.

We also observed a downregulation of genes responsible for chaperone-mediated protein folding (*Cct5*, *Cct7*, and *Cct8*) in the lymphoid cluster from tobacco-flavored e-cig aerosol exposed mouse lungs. Downregulation of these genes could be indicative of the accumulation of misfolded proteins in these lungs which may lead to enhanced cell death (Vallin and Grantham, 2019; Haeri and Knox, 2012). 

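*Cct5*, *Cct7* and *Cct8* encode subunits of the chaperonin CCT, a ring of 8 subunits in which actin and tubulin fold. Its subunits are made in step with cell growth, and heat shock factors act on several of them.
In lymphoid cells of the tobacco group, *Cct8* (ENSMUSG00000025613, chromosome 16, 87483326 to 87495873 in mm10) was at 97.6 ± 4.64 CPM (SD, n = 2 libraries) against 152 ± 11.7 in air. Its log2 fold change was -0.64 (standard error 0.15, adjusted p = 0.249 from edgeR and 0.0145 from DESeq2). For *Cct5* (ENSMUSG00000022234) it was -0.61 (standard error 0.16, adjusted p = 0.249 from edgeR and 0.0363 from DESeq2) and for *Cct7* (ENSMUSG00000030007) -0.43 (standard error 0.10, adjusted p = 0.249 from edgeR and 0.0517 from DESeq2). All 8 genes of the CCT list were lower when adjusted over the list alone in tobacco (median -0.56), and likewise in fruit (median -0.50) and menthol (median -0.44), and 0 passed over all genes. The paper names *Cct5*, *Cct7* and *Cct8* from the same libraries, so this list is no independent evidence. In tobacco the list passed camera with the preset correlation (adjusted p = 1.33e-10) and not with an estimated one (adjusted p = 0.336). The median of this list was below 0 in all 20 pairs of a class and an exposed group, PG:VG included, from -0.56 to -0.02. All 20 pairs share the 2 air libraries, and of the 4725 ways of forming 5 pairs of libraries and taking 1 as air, 11.2% put all 20 medians on one side.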

DEG and GO analyses identified upregulation of *Robo1*, *Trem2*, *Padi2*, *Gp5*, *Gp9*, and *Pla2g4a* and downregulation of *Mcm4*, *Mcm2*, *Rad51*, *Cacnb2*, and *Cacnb3* in the lymphoid cluster from tobacco-flavored e-cig aerosol exposed mouse lungs resulting in enrichment of terms including ‘regulation of chemokine-mediated signaling pathway’ (fold enrichment = 5.43; p_adj_ = 0.0304), ‘positive regulation of platelet activation’ (fold enrichment = 5.43; p_adj_ = 0.0089), ‘mitotic DNA replication’ (fold enrichment = –9.6; p_adj_ = 6.63E−07), and ‘L-type voltage-gated calcium channel complex’ (fold enrichment = –9.12; p_adj_ = 0.0005) (Figure 9Bi, ii, Supplementary file 1p, q).

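*Gp5* and *Gp9* belong to the platelet receptor for von Willebrand factor, and *Pla2g4a* releases arachidonic acid for lipid mediators. *Robo1* is a guidance receptor of endothelial and stromal cells, *Trem2* a lipid sensor of macrophages, and *Padi2* turns arginine of histones into citrulline.
In lymphoid cells of the tobacco group, *Gp9* (ENSMUSG00000030054) was at 0.724 ± 0.200 CPM (SD, n = 2 libraries) against 0.0910 ± 0.129 in air (log2 fold change 3.102, standard error 1.14, adjusted p = 0.284 from edgeR). Its value was 1.91 without the air female and 6.401 without the air male library. *Gp5* was at 0.873 ± 0.113 against 0.276 ± 0.125 (log2 fold change 1.71, standard error 0.53, adjusted p = 0.259 from edgeR). Platelets or megakaryocytes among all cells were also higher in tobacco, by a log2 fold change of 1.76 (standard error 0.44, unadjusted p = 0.00403, adjusted p = 0.125 from edgeR's test on cells per type). They were higher in value in fruit too, where *Gp5* in lymphoid cells was lower. *Padi2* (ENSMUSG00000028927) had 0.47 (adjusted p = 0.262 from edgeR), *Robo1* (ENSMUSG00000022883) 1.61 (adjusted p = 0.403) and *Pla2g4a* (ENSMUSG00000056220) 0.52 (adjusted p = 0.658). *Robo1* was 0.41 without the tobacco male library and *Pla2g4a* 0.07 without the air male library. *Trem2* had too few counts to be tested.
Among the genes of dividing cells, *Mcm4* had a log2 fold change of -0.60 (adjusted p = 0.260 from edgeR) and *Mcm2* -0.69 (adjusted p = 0.293). Without the air female library these were -0.18 and -0.04. *Cacnb2* was at 2.22 ± 0.0792 against 2.27 ± 0.391 CPM, with a log2 fold change of -0.02 (standard error 0.33, adjusted p = 0.989 from edgeR) that was 0.14 without the air male library and 0.01 without the tobacco female library. *Cacnb3* (ENSMUSG00000003352) was at 0.332 ± 0.245 against 0.695 ± 0.340 (log2 fold change -1.19, adjusted p = 0.443 from edgeR). The DNA replication and mitosis list had a median of -1.21, with 17 of 20 genes lower when adjusted over the list alone, and a median of -0.16 without the air female library.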

### Dysregulation of chemokine signaling and T-cell activation on exposure to flavored e-cig aerosols

Since we showed increased production of cytokines/chemokines, driving the immune responses in mouse lungs exposed to flavored e-cigs, we performed multianalyte assay to determine the levels of these inflammatory cytokines in the lung digests from the exposed animals as shown in Figure 9—figure supplement 1A. Exposure to tobacco-flavored e-cig aerosol resulted in a marked increase in the levels of chemotactic chemokines, including CXCL16, CXCL12, CXC3R, and proinflammatory cytokines, including CCl12, CCL17, CCL24, and Eotaxin, in the mouse lung digests as compared to air control. Interestingly, the fold changes in the PG:VG + Nic group were contrasting to those observed by PG:VG alone and flavored e-cig aerosol exposed mouse lungs, but none of these changes were highly significant.

To identify genes that were commonly altered upon exposure, we generated a list of common genes that were significantly dysregulated in exposure categories (fruit, menthol, and tobacco). 

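*Neurl3* is an E3 ubiquitin ligase of inflamed lung cells, *Stap1* an adaptor of B cell and macrophage receptors, and *Hist1h1c* a linker histone. *Tfec* and *Mitf* are transcription factors of macrophages and lysosomes. *Cirbp* binds RNA and is made when cells are cooled, *Htr2c* is a serotonin receptor, *Gmds* is an enzyme on the way to GDP-fucose, and *Egfem1* holds EGF-like domains.
In edgeR 0 myeloid genes passed in all 3 flavored groups, and 872 had an unadjusted p under 0.05 in all 3. As the groups share their air libraries, chance alone gives more than independent tests would. Simulated data without any change held a median of 67.5 and at most 82 such genes, and independent lists would share 18.3. DESeq2 called 38 genes in all 3 groups (19 higher and 19 lower), against a median of 0 and a highest count of 1 in simulated data and 0.00908 from independent lists, and 35 of them were not called in PG:VG. Part of the excess may come from the shared air libraries. The simulated draws need not hold deviations that many genes of a real library share, so they are no full measure of chance. Among the 38 were *Neurl3*, *Egfem1*, *Stap1*, *Tfec*, *Cirbp*, *Hist1h1c*, *Gmds* and *Htr2c*. *Stap1* was also called in PG:VG, and *Mitf* missed in menthol (adjusted p = 0.0570 from DESeq2).
*Egfem1* (ENSMUSG00000063600, chromosome 3, 29082023 to 29691209 in mm10) was at 164 ± 26.1 CPM in tobacco (SD, n = 2 libraries) against 505 ± 31.3 in air. Its log2 fold change was -1.37 in fruit, -1.07 in menthol and -1.62 in tobacco (standard error 0.19 each, adjusted p = 0.243, 0.187 and 0.0641 from edgeR). *Htr2c* (ENSMUSG00000041380) was at 248 ± 1.63 in tobacco against 412 ± 10.8, with log2 fold changes of -0.63, -0.55 and -0.73. Those of *Tfec* (ENSMUSG00000029553) were -0.78, -0.88 and -1.01, of *Mitf* (ENSMUSG00000035158) -0.58, -0.48 and -0.70, of *Gmds* (ENSMUSG00000038372) -0.62, -0.52 and -0.83, of *Neurl3* (ENSMUSG00000047180) 0.91, 1.00 and 1.33, and of *Hist1h1c* (ENSMUSG00000036181) 0.79, 0.85 and 1.10. Adjusted p-values from edgeR for all 9 genes were 0.0641 to 0.323. In tobacco, cell type shares alone would give -0.58 for *Htr2c*, -0.44 for *Mitf*, -0.51 for *Gmds* and -0.55 for *Tfec*, and within alveolar macrophages alone the log2 fold changes were -0.21, -0.28, -0.43 and -0.51. For *Hist1h1c* the shares give 0.18 and alveolar macrophages alone 1.03, for *Neurl3* 0.77 and 0.77, and for *Egfem1* -0.58 and -1.10. Within neutrophils alone *Mitf* had -1.10 in fruit, -1.05 in menthol and -0.84 in tobacco (standard errors 0.29, 0.28 and 0.28), beyond the values of the whole class, and in tobacco *Gmds* had 0.17, *Neurl3* 0.61 and *Hist1h1c* 0.44. Of 10 genes of MiT/TFE factors and the lysosome, 5 were lower and 1 higher in tobacco when adjusted over the list alone (median -0.30).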

We identified nine such target genes – *Neurl3*, *Egfem1*, *Stap1*, *Tfec*, *Mitf*, *Cirbp*, *Hist1h1c*, *Gmds*, and *Htr2c* – that were dysregulated in the myeloid cluster from lungs exposed to differently flavored e-cig aerosol, but not PG:VG. We observed significant upregulation of *Neurl3*, *Stap1*, *Cirbp*, and *Hist1h1c* and downregulation of *Tfec*, *Mitf*, *Gmds*, and *Htr2c* in the myeloid cluster of mice exposed to differently flavored e-cig aerosols. 

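*Klra8* encodes Ly49H, an activating receptor of NK cells in C57BL/6 mice. Its neighbors in the Klra family share much of its sequence, and the number of NK cells in a pool sets the level of all of them. *Nfia* is a transcription factor known from glia, fat and blood progenitors.
*Klra8* (ENSMUSG00000089727, chromosome 6, 130115226 to 130129898 in mm10) had log2 fold changes of 0.88 in fruit, 0.72 in menthol and 1.01 in tobacco (standard error 0.14 each, adjusted p = 0.150, 0.364 and 0.0561 from edgeR and 0.000309, 0.0109 and 5.73e-07 from DESeq2). In tobacco it was at 75.5 ± 5.86 CPM (SD, n = 2 libraries) against 37.4 ± 2.16 in air. *Nfia* (ENSMUSG00000028565, chromosome 4, 97772734 to 98118874) had 0.92, 0.99 and 1.23 (standard error 0.21 each, adjusted p = 0.177, 0.364 and 0.191 from edgeR), at 49.4 ± 3.81 CPM in tobacco against 21.1 ± 1.63. NK cells were 1.58% of all cells in air, 2.83% in fruit, 2.02% in menthol and 2.72% in tobacco (log2 fold change 0.79, adjusted p = 0.172 in tobacco from edgeR's test on cells per type). Within NK cells alone *Klra8* had a log2 fold change of 0.27 in tobacco, and cell type shares alone would give 0.78. For *Nfia* the shares give 0.06, and within NK, T and B cells it had 1.07, 1.12 and 1.36.

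**Figure D3:**
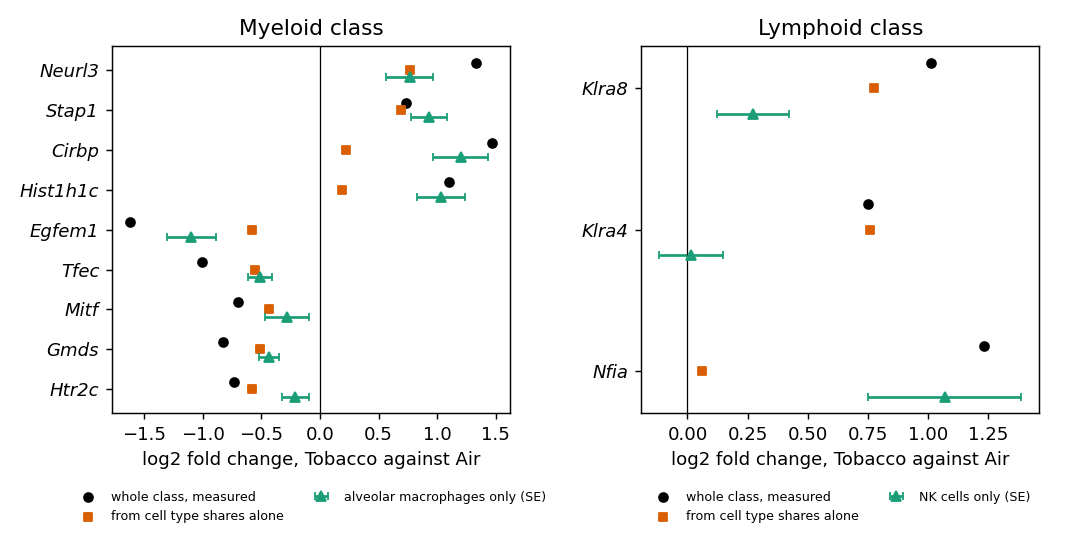
Log2 fold change of genes in tobacco against air. Black points are the whole class, orange squares the value that cell type shares alone would give, and green triangles alveolar macrophages (left) or NK cells (right) alone with their standard error. For Klra8 these are 1.01, 0.78 and 0.27.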

Upon analyzing the lymphoid cluster for commonly dysregulated genes, we identified – *Klra8* (Killer cell lectin-like receptor 8) and *Nfia* (nuclear factor I) – that were significantly upregulated in the exposure groups as compared to air-controls (Figure 9—figure supplement 1B). *Klra8* is a natural killer cell associated gene, and its upregulation is generally associated with viral infection associated host immune responses within the mouse lungs (Lopes et al., 2022; Pommerenke et al., 2012; Akter et al., 2022). *Nfia* is a transcriptional activator responsible for regulating Oxphos-mediated mitochondrial responses and proinflammatory pathways (Kong et al., 2023; Hiraike et al., 2023).

Overall, we identified a total of 29 commonly dysregulated gene targets that were identified from five major cell clusters and performed gene enrichment analyses on the identified targets to identify the top hits (Tables 2 and 3). 

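A gene that differs from air in the same direction in many unlike cell types is less likely to follow a change of cell mix in each. *Scgb3a2* encodes a secretoglobin of club cells that is released into the airway lining, and *Cirbp* and *Hist1h1c* are expressed in nearly all cells.
Over the 5 classes, edgeR called 1 gene in all 3 flavored groups (0 to 2 in 12 simulated draws without any change), *Scgb3a2* (ENSMUSG00000038791, chromosome 18, 43764289 to 43767399 in mm10) in epithelial cells, which was also called in PG:VG. DESeq2 called 67 over the 5 classes, of which 48 were not called in PG:VG (median 2 and highest 4 in simulated draws, and 0.00939 from independent lists). Without the air male library edgeR called 85, of which 84 were in lymphoid cells and lower (simulated median 0 and highest 1, independent lists 0.0107). With sex as a block, edgeR called 134 over the 5 classes, of which 132 were in lymphoid cells (simulated median 0 and highest 3, independent lists 0.0961). In lymphoid cells edgeR called 0, with 680 at an unadjusted p under 0.05 in all 3 groups, where simulated data held a median of 66.5 and at most 78 and independent lists would share 9.80. DESeq2 called 6 there (5 higher and 1 lower), against a median of 0 and a highest count of 1 in simulated data. As the 3 groups share their air libraries, part of the excess may come from these. Deviations that many genes of a library share need not be held by the simulated draws, which are therefore no full measure of chance.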

Terms like ‘negative regulation of immune system’ (*Hmgb3*/*Gpam*/*Scgb1a1*/*Stap1*/*Ldlr*), ‘positive regulation of lipid biosynthetic pathway’ (*Htr2c*/*Gpam*/*Ldlr*), and ‘receptor recycling’ (*Ldlr*/*Ramp3*) were among the top hits in our observations (Figure 9—figure supplement 1C).

**Table 2.** List of top dysregulated genes on exposure to differently flavored (fruit, menthol, and tobacco) e-cig aerosol in C57BL/6J mouse lungs.

Genes	Gene names	Gene function
Neurl3	Neuralized E3 Ubiquitin Protein Ligase 3	Ubiquitin protein ligase activity
Egfem1	EGF-like and EMI domain containing 1	Calcium ion-binding activity
Stap1	Signal Transducing Adaptor Family Member 1	Protein kinase binding and SH3/SH2 adaptor activity
Tfec	Transcription Factor EC	Multiple cellular processes including survival, growth, and differentiation
Mitf	Melanocyte Inducing Transcription Factor	Critical role in cell differentiation
Cirbp	Cold Inducible RNA Binding Protein	Role in cold-induced suppression of cell proliferation
Hist1h1c	H1.2 linker histone	Functions in the compaction of chromatin
Gmds	GDP-Mannose 4,6-Dehydratase	Coenzyme binding and NADP^+^ binding
Htr2c	5-Hydroxytryptamine Receptor 2C	G-protein-coupled receptor activity
Nfia	Nuclear Factor I A	DNA-binding transcription factor activity
Klra8	killer cell lectin-like receptor	Carbohydrate binding activity. Acts upstream of or within response to virus
Trp53i11	Tumor Protein P53 Inducible Protein 11	Negative regulation of cell population proliferation
Ehd2	EH Domain Containing 2	Angiopoietin-like protein 8 regulatory pathway and response to elevated platelet cytosolic Ca^2+^
Ackr2	Atypical Chemokine Receptor 2	Recruitment of effector immune cells to the inflammation site
Marcks	Myristoylated Alanine Rich Protein Kinase C Substrate	Involved in cell motility, phagocytosis, membrane trafficking, and mitogenesis
Pfkl	Phosphofructokinase,	Protein binding and monosaccharide binding
Ramp3	Receptor Activity Modifying Protein 3	Signaling receptor activity and coreceptor activity
Chrm3	Cholinergic Receptor Muscarinic 3	Cellular responses such as adenylate cyclase inhibition, phosphoinositide degeneration, and potassium channel mediation
Sftpa1	Surfactant Protein A1	Carbohydrate binding and lipid transporter activity
Add3	Adducin 3	Actin binding and calmodulin binding
Hmgb3	High Mobility Group Box 3	Important role in maintaining stem cell populations and may be aberrantly expressed in tumor cells
Acot1	Acyl-CoA Thioesterase 1	Involved in acyl-CoA metabolic process; long-chain fatty acid metabolic process; and very long-chain fatty acid metabolic process
H1f0	H1.0 Linker Histone	Cellular responses to stimuli and Programmed Cell Death
Scgb3a2	Secretoglobin Family 3A Member 2	Secreted lung surfactant protein
Scgb1a1	Secretoglobin Family 1A Member 1	Implicated in numerous functions including anti-inflammation, inhibition of phospholipase A2 and the sequestering of hydrophobic ligands
Gpam	Glycerol-3-Phosphate Acyltransferase, Mitochondrial	Acyltransferase activity and glycerol-3-phosphate *O*-acyltransferase activity
Cdh11	Cadherin 11	Integral membrane proteins that mediate calcium-dependent cell–cell adhesion
LDLR	Low-Density Lipoprotein Receptor	Cell surface proteins involved in receptor-mediated endocytosis of specific ligands
Myocd	Myocardin	Transcriptional co-activator of serum response factor (SRF)

**Table 3.** Gene ontology results showing the top hits from the commonly dysregulated genes in all clusters on exposure to e-cig aerosols.

GO ID	Ontology	Description	Gene ID	BgRatio	p.adjust
GO:0045907	BP	Positive regulation of vasoconstriction	Htr2c/Chrm3/Add3	53/23,062	0.033815
GO:0019229	BP	Regulation of vasoconstriction	Htr2c/Chrm3/Add3	86/23,062	0.042491
GO:1903978	BP	Regulation of microglial cell activation	Stap1/Ldlr	16/23,062	0.042491
GO:0002683	BP	Negative regulation of immune system process	Hmgb3/Gpam/Scgb1a1/Stap1/Ldlr	464/23,062	0.042491
GO:0010867	BP	Positive regulation of triglyceride biosynthetic process	Gpam/Ldlr	19/23,062	0.042491
GO:0042310	BP	Vasoconstriction	Htr2c/Chrm3/Add3	109/23,062	0.042491
GO:0046889	BP	Positive regulation of lipid biosynthetic process	Htr2c/Gpam/Ldlr	110/23,062	0.042491
GO:0010866	BP	Regulation of triglyceride biosynthetic process	Gpam/Ldlr	25/23,062	0.047046
GO:0001919	BP	Regulation of receptor recycling	Ldlr/Ramp3	29/23,062	0.047046
GO:0007271	BP	Synaptic transmission, cholinergic	Htr2c/Chrm3	29/23,062	0.047046
GO:0150077	BP	Regulation of neuroinflammatory response	Stap1/Ldlr	29/23,062	0.047046
GO:0090208	BP	Positive regulation of triglyceride metabolic process	Gpam/Ldlr	31/23,062	0.047046
GO:0045987	BP	Positive regulation of smooth muscle contraction	Chrm3/Myocd	35/23,062	0.047046
GO:0097242	BP	Amyloid-beta clearance	Ldlr/Myocd	36/23,062	0.047046
GO:0040013	BP	Negative regulation of locomotion	Htr2c/Mitf/Stap1/Myocd	360/23,062	0.047046
GO:0010667	BP	Negative regulation of cardiac muscle cell apoptotic process	Acot1/Myocd	37/23,062	0.047046
GO:0001881	BP	Receptor recycling	Ldlr/Ramp3	40/23,062	0.047046
GO:0010664	BP	Negative regulation of striated muscle cell apoptotic process	Acot1/Myocd	40/23,062	0.047046
GO:0019432	BP	Triglyceride biosynthetic process	Gpam/Ldlr	40/23,062	0.047046
GO:0035296	BP	Regulation of tube diameter	Htr2c/Chrm3/Add3	173/23,062	0.047046
GO:0097746	BP	Blood vessel diameter maintenance	Htr2c/Chrm3/Add3	173/23,062	0.047046
GO:0001774	BP	Microglial cell activation	Stap1/Ldlr	42/23,062	0.047046
GO:1903725	BP	Regulation of phospholipid metabolic process	Htr2c/Ldlr	42/23,062	0.047046
GO:0035150	BP	Regulation of tube size	Htr2c/Chrm3/Add3	174/23,062	0.047046

Of note, the data presented in this study is a sub-part of a larger study. In addition to the groups mentioned in this manuscript, we also had two additional groups of TDN and tobacco-free nicotine. Though further objectives and experimentations performed in both these studies were varied, common air and PG:VG samples were used for analyses of cytokine/chemokine and cell count data as described in our previous publication (Lamb et al., 2023).

## Discussion

E-cigs and associated products have constantly been under scrutiny by the US Food and Drug Administration (FDA) due to public health concerns. In February 2020, the FDA placed a regulation on all cartridge-based flavored e-cigs except for menthol and tobacco to reduce the use of e-cigs among adolescents and young adults. But it left a loophole for the sale of flavored (including menthol) disposable and open system e-cigs (Ma et al., 2022; Sindelar, 2020). Importantly, most e-cig-related bans in the US happened at the state level, thus allowing differential levels of restrictions imposed on the premarket tobacco applications and sales, which defeats the purpose of limiting their accessibility to the general public (Bhalerao et al., 2019; Azagba et al., 2023). In fact, the use of nicotine-containing e-cigs among youth and associated policy restrictions has recently been found to be linked to unintended increase in traditional cigarette use (Cheng et al., 2025). Each year, new products are introduced in the market with newer device designs and properties to lure the users (adults between the ages of 18–24 years), which makes it crucial to continue with the assessments of toxicity and health effects of e-cigs in an unbiased manner (Kramarow and Elgaddal, 2023).

Numerous studies indicate increased oxidative stress, DNA damage, and loss of neutrophil function due to exposure to e-cig aerosols in vitro and in vivo (Muthumalage et al., 2019; Lamb et al., 2023; Lamb et al., 2020; Corriden et al., 2020; Jasper et al., 2024; Ren et al., 2022). However, we do not have much knowledge about the cell populations and biological signaling mechanisms that are most affected upon exposure to differently flavored e-cig aerosols at a single-cell level. To bridge this gap in knowledge, we studied the transcriptional changes in the inflammatory responses due to acute (1 hr nose-only exposure including 120 puffs for 5 consecutive days) exposure to fruit-, menthol-, and tobacco-flavored e-cig aerosols using single-cell technology. Short-term (2 hr/day for 3 or 5 consecutive days) e-cigarette exposure studies conducted by others and our group have shown an increase in the pro-inflammatory cytokines and oxidative stress markers in both pulmonary and vascular tissues (Wang et al., 2019; Kuntic et al., 2020; Wang et al., 2020c). Since nose-only exposures are more direct than whole-body, we reduced the daily exposures of mice to 1 hr for 5 consecutive days. This dose and duration were found to show sex-dependent changes in MMP-2 and -9 activity and expression (Lamb et al., 2023). Prior literature formed the basis of the current study to assess the effect of acute exposure to differently flavored e-cig aerosols on the lung cell population using a nose-only exposure system.

Reports indicate that the release of metal ions due to the burning of metal coil is a major source of variation during e-cig exposures (Zhao et al., 2020; Zhao et al., 2019; Alcantara et al., 2023). A 2021 study reported the presence of 21 elements in the pod atomizers from different manufacturers identifying a high abundance of 11 elements including nickel, iron, zinc, and sodium among others (Omaiye et al., 2021). Previous studies have also shown the presence of similar elements in the e-cig aerosols which could have a possible adverse health effect on the vapers (Olmedo et al., 2018; Rastian et al., 2022). More importantly, our study points toward a very important issue, which pertains to the product design of the e-cig vapes. We believe that the aerosol composition varies based on the type of atomizer, coil resistance, coil composition, and chemical reactivity of the e-liquid being used. While much work is done on the chemical composition of the flavors and e-liquids, the other aspects of device design remain understudied and must be an area of research in the future. In fact, a recent publication by our group emphasizes this aspect of product design by studying the exposure profile from low- and high-resistance coil in an e-cig (Effah et al., 2025). Another factor that may limit the interpretation of our results pertains to the correlation between the leached metal and the observed transcriptional changes. Since our study provides proof of day-to-day variation in the leaching of metal ions from the same liquid using the same atomizer in the emitted aerosols, it could be possible to develop a statistical model correlating the differential metal exposure to the gene expression changes to get a good assessment of the dose of each toxicant deposited on the lung surface, which has not been done in this study. This raises a pertinent question about what parameters should be controlled to design a comparative study between different flavors of e-cigs in the market per the standards of particle distribution and characteristics. Flavor-dependent variations in daily leaching of metals from an e-cig coil may result in variable deposition of toxicants onto the epithelial lining of both mouth and lungs in frequent vapers. Thus, future studies need to consider conditions like flavor, wattage, coil resistance, coil composition, and atomizer life when designing in vitro and in vivo studies to deduce the acute and chronic toxicities of vaping in humans.

E-cig vaping has been known to affect the innate and adaptive immune responses among vapers (Jasper et al., 2024; Kalininskiy et al., 2021; Rebuli et al., 2021; Reidel et al., 2018), but flavor-specific effects on immune function are not fully explored. While we expected to see flavor-dependent changes in our experiment, we did not anticipate observing interesting sex-dependent variation in the lung tissues using flow cytometry. In this respect, recent studies show concurring evidence suggesting sex-specific changes in lung inflammation, mitochondrial damage, gene expression, and even DNA methylation in mice exposed to e-cig aerosols (Song et al., 2023; Chirumamilla et al., 2024).

It is important to highlight here that while the changes in macrophage and neutrophil frequencies ascertained by scRNA seq corroborate with that observed using flow cytometry, similar correlation was not observed for the CD4^+^ and CD8^+^ T-cell data. The possible explanation for such a discrepancy could be high gene dropout rates in scRNA seq (Qiu, 2020), different analytical resolution for the two techniques (Palit et al., 2019), and pooling of samples in our single-cell workflow. Also, while we were able to identify some interesting changes in the eosinophil population within the lungs upon exposure to e-cigs using our flow cytometry data, we could not identify a cluster for eosinophils in our scRNA seq dataset. This could be due to the loss of this cell type during the sample preparation during scRNA seq capture or filtering out as empty droplets during data analyses. Theoretically, eosinophils are known to have lower RNA content and express fewer numbers of genes, which may result in them being identified as empty droplets and removed when running Cell Ranger (Goss et al., 2025). Despite the lack of data from scRNA seq, our findings are of relevance as an increased neutrophilic, but a decreased eosinophilic response is characteristic of severe inflammation, infection, and asthma (Jukema et al., 2022; Flinkman et al., 2023; Lourda et al., 2021). Further probing into the role of these two cell types in shaping the immune landscape within the lung upon e-cig aerosol exposure is paramount in understanding the specific toxicities and impact of each e-cig flavor on human health and well-being.

One of the most interesting discoveries from our single-cell analyses was the identification of a cluster of immature neutrophils without Ly6G surface marker. While we observed an increase in the cell percentages of these cells in our treatment groups, little to no change in the gene expression was noted (data not shown), which could be indicative of impaired function of mature neutrophil population, a fate being reported by various previous studies pertaining to e-cig exposures (Madison et al., 2019; Kalininskiy et al., 2021). In fact, our study identified (a) a moderate increase in the neutrophil count in menthol- and tobacco-flavored e-cig aerosol treated mouse lungs through scRNA seq analyses, (b) corroboration of the findings from scRNA seq using flow cytometry with more pronounced increase in Ly6G^+^ neutrophils for male menthol-flavored e-cig aerosol exposed mice, and (c) identification of decreased co-localization for Ly6G and S100A8 in the lungs of tobacco-flavored e-cig aerosols as compared to air control through co-immunostaining. Ly6G is an important marker of neutrophil recruitment and maturation in mammalian cells and has been reported in relation to various bacterial and parasitic infections in previous studies (Deniset et al., 2017; Kleinholz et al., 2021). 

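Eosinophils share lobed nuclei and several granule proteins with neutrophils, and carry *Siglecf*. Aged neutrophils raise *Cxcr4*, and activated ones make *Il1b*.
The neutrophil cluster with the lowest *Ly6g* mean held 0.149 *Siglecf* UMIs per 10000 UMIs, against 0.0869 in all neutrophils and 1.24 in alveolar macrophages. It held 260 *S100a8* UMIs per 10000, against 461 in all neutrophils, 3.88 *Lcn2* UMIs against 8.97, 0.0112 *Camp* UMIs against 0.958 and 0.0975 *Ngp* UMIs against 1.88. *Il1b* was at 76.4 UMIs per 10000 against 61.4 and *Cxcr4* at 8.11 against 5.85. The neutrophil cluster with the highest *Ly6g* mean held 3.49 *Camp* and 5.61 *Ngp* UMIs per 10000, so both genes were highest where *Ly6g* was highest. The paper proposes that its Ly6G-negative neutrophils are immature, and maturity was not tested here.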

Of note, this cluster did not express *SiglecF* and had high expression of other neutrophil markers including *S100A8/9*, *Lcn2*, and *Il1b*, thus negating the possibility of eosinophils being misrepresented as ‘Ly6G^−^ neutrophils’ in our analyses.

S100A8 acts as damage-associated molecular patterns and is responsible for neutrophil activation and neutrophil extracellular trap (NET) formation (Sprenkeler et al., 2022; Guo et al., 2021). While scRNA seq results in our study identified expression of S100A8/A9 genes in both neutrophil clusters – Ly6G^+^ and Ly6G^−^, the expression of *Ly6G* was totally absent for clusters identified as Ly6G^−^. Co-immunoprecipitation results also showed expression of both S100A8 and Ly6G markers within the lungs of treated and control lungs, but the co-localization of the two markers was more prominent in the control lungs, thus pointing toward a possible shift in the neutrophil function and activity upon exposure to e-cig aerosols. We are not the first to report the Ly6G deficiency among neutrophils. Previous work by Deniset et al., 2017 and Kleinholz et al., 2021 has highlighted the importance of Ly6G deficiency in relation to infection (Deniset et al., 2017; Kleinholz et al., 2021). Deniset et al., 2017 study reported the presence of two populations of neutrophils in the splenic tissue of *Streptococcus pneumoniae* infected mice, based on the Ly6G expression – Ly6G^high^ and Ly6G^intermediate^. They found that while the former corresponds to mature neutrophils with ability of tissue migration and bacterial clearance, the latter constitutes the immature, immobile pool of neutrophils responsible for proliferation and replenishment of the mature pool of neutrophils (Deniset et al., 2017). The later study by Kleinholz et al., 2021 demonstrated decreased uptake of *Leishmania major* in Ly6G-deficient mice, thus leading to delayed recruitment to and pathogen capture by neutrophils at the site of infection. Taken together, these studies provide evidence for a protective/compensatory role of the loss of Ly6G in the neutrophil population (Kleinholz et al., 2021). This, in addition to the recent findings by Jasper et al., 2024 where neutrophils from healthy volunteers demonstrated a reduction in neutrophil chemotaxis, phagocytic function, and NET formation upon exposure to e-cig aerosols (Jasper et al., 2024), points toward a probable shift in the neutrophil dynamics upon exposure to e-cig aerosols. It is important to mention here that though our results from co-immunostaining using Ly6G and S100A8 pointed toward a shift in innate immune responses upon exposure to e-cig aerosols, it must not be confused with them being only expressed by neutrophil population. S100A8 is expressed in myeloid population including neutrophils, monocytes, and macrophages (Averill et al., 2012; Wang et al., 2018), and a subgroup of eosinophils is also known to express Ly6G (Mair et al., 2021). Thus, an in-depth characterization of these identified populations is important to understand the cellular and molecular responses toward e-cig aerosol exposure in vivo.

The myeloid and lymphoid limbs of immunity are interconnected (Shanker and Marincola, 2011; Carroll and Prodeus, 1998). In our study, we find an incidental shift in the neutrophil dynamics in menthol- and tobacco-flavored e-cig exposed mouse lungs. In contrast, we report an increase in the T-cell responses in the form of increased CD8^+^ T cells from both scRNA seq and flow cytometric analyses in male mice. In fact, increased expression of genes including *Malt1*, *Serpinb9b*, and *Sema4c* is indicative of enhanced T-cell-mediated immune response in the lungs of mice exposed to fruit (mango) flavored e-cig aerosols (Wang et al., 2020d; Bird et al., 2014; Beland et al., 2014). 

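*Malt1* is the protease and scaffold through which antigen receptors reach NF-kB. *Serpinb9b* belongs to the inhibitors that protect cytotoxic cells from their own granzymes, and *Sema4c* is a semaphorin of activated B and T cells.
In lymphoid cells of the fruit group, *Malt1* (ENSMUSG00000032688, chromosome 18, 65430938 to 65479067 in mm10) was at 360 ± 34.0 CPM (SD, n = 2 libraries) against 260 ± 13.1 in air. Its log2 fold change was 0.47 (standard error 0.11, adjusted p = 0.177 from edgeR and 0.0145 from DESeq2), with 0.22 to be had from cell type shares alone and 0.28 within T cells. *Serpinb9b* (ENSMUSG00000021403) was at 13.2 ± 1.84 against 4.15 ± 1.36 (log2 fold change 1.64, standard error 0.28, adjusted p = 0.150 from edgeR and 0.000386 from DESeq2). *Sema4c* (ENSMUSG00000026121) was at 2.74 ± 0.386 against 1.03 ± 0.303 (log2 fold change 1.37, standard error 0.33, adjusted p = 0.177 from edgeR). Of 18 cytotoxicity genes 6 were higher when adjusted over the list alone and 0 over all genes (median 0.39).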

Contrary to this, exposure to menthol-flavored e-cig aerosols had a much milder effect on the lymphoid population within the lungs of C57BL/6J mice. We found evidence for increased lymphoid cell proliferation due to activation of cyclin-dependent protein kinase signaling mediated via expression of genes including *Cdk8* and *Camk1d* in these cells (Jin et al., 2022; Szilagyi and Gustafsson, 2013). Exposure to tobacco-flavored e-cig aerosol provided evidence for decreased chaperone-mediated protein folding, due to the downregulation of Chaperonin Containing TCP-1 (CCT) family of proteins. Chaperonin Containing TCP-1 proteins are important to regulate the production of native actin, tubulin, and other proteins crucial for cell cycle progression and cytoskeletal organization (Brackley and Grantham, 2009). This is in conjunction with the upregulation of *Klra4* and *Klra8* that is indicative of increased protein misfolding and cytotoxic responses in the lymphoid cells of tobacco-exposed e-cig aerosols (Berry et al., 2013; Bolanos and Tripathy, 2011).

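*Klra4* encodes Ly49D, which like Ly49H pairs with an adaptor that activates NK cells. A stronger NK signal in a lymphoid pool arises from more NK cells or from more of the receptor per cell.
In lymphoid cells of the tobacco group, *Klra4* (ENSMUSG00000079852, chromosome 6, 130043731 to 130067271 in mm10) was at 85.3 ± 5.54 CPM (SD, n = 2 libraries) against 50.7 ± 1.34 in air. The log2 fold change was 0.75 (standard error 0.12, adjusted p = 0.159 from edgeR and 0.000125 from DESeq2). Cell type shares alone would give 0.76, and within NK cells the log2 fold change was 0.02. Of 18 cytotoxicity genes, 9 were higher when adjusted over the list alone and 0 over all genes, with a median of 0.45.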

Overall, we provide evidence of altered innate immune responses due to variable neutrophilic–eosinophilic function and increased T-cell proliferation and cytotoxicity in a flavor-dependent manner upon exposure to e-cig aerosols in this study. An increase in the levels of CCL17, CCL20, CCL22, IL2, and Eotaxin in the lung digests from tobacco-exposed mouse lungs further supports this deduction as these cytokines/chemokines are associated with T-cell-mediated immune responses (Israr et al., 2022; Li et al., 2020; Wang et al., 2024; Ross and Cantrell, 2018; Rapp et al., 2019; Jinquan et al., 1999; Chia et al., 2023; Böttcher et al., 2015). Importantly, CXCL16 attracts T cells and natural killer cells to activate cell death. It is involved in LPS-mediated acute lung injury, an outcome which has also been linked with e-cig exposures in humans (Tu et al., 2019; Christiani, 2020).

Further, we compiled a list of commonly dysregulated genes in a flavor-independent manner and identified 29 gene targets. 

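*Stap1* was cloned from blood progenitors and binds phosphorylated receptors with its SH2 domain. It acts downstream of tyrosine kinases in immune cells.
In myeloid cells, *Stap1* (ENSMUSG00000029254, chromosome 5, 86071746 to 86106125 in mm10) had log2 fold changes of 0.99 in fruit, 0.63 in menthol and 0.73 in tobacco (standard error 0.15 each, adjusted p = 0.243, 0.187 and 0.0767 from edgeR). It was at 90.1 ± 16.0, 70.4 ± 5.43 and 75.7 ± 5.98 CPM (SD, n = 2 libraries) against 45.5 ± 2.22 in air. From cell type shares alone it would be higher by 0.68, 0.56 and 0.69. In alveolar macrophages alone the values were 0.92, 0.58 and 0.93, and in neutrophils alone 0.57, 0.31 and 0.18.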

Signal-transducing adaptor protein-2 (*Stap1*), which is commonly upregulated upon exposure to e-cig aerosols, is known to regulate T-cell activation and airway inflammation, which is in agreement with the overall outcome of our findings (Kagohashi et al., 2024). 

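*Cirbp* and *Rbm3* encode RNA-binding proteins that cells make when their temperature falls below that of the body, and heat shock proteins are made when it rises. The 2 groups of genes move against each other as tissue or cell suspensions are cooled or warmed.
*Cirbp* (ENSMUSG00000045193, chromosome 10, 80165985 to 80172786 in mm10) had log2 fold changes in myeloid cells of 1.21 in fruit, 1.35 in menthol and 1.47 in tobacco (standard error 0.30 each, adjusted p = 0.323, 0.187 and 0.0767 from edgeR). It was at 78.3 ± 21.0, 85.8 ± 17.4 and 93.4 ± 6.12 CPM (SD, n = 2 libraries) against 33.8 ± 1.65 in air. In tobacco the value was 1.20 in alveolar macrophages alone and 0.90 in neutrophils alone, and 0.22 would follow from cell type shares. The mean of *Cirbp* and *Rbm3* was above 0 in all 20 pairs of a class and an exposed group, PG:VG included, from 0.47 to 1.02. The median of 16 heat shock protein genes was below 0 in all 20 pairs, from -0.95 to -0.38. Camera with the preset correlation called the heat shock list in 20 pairs and the cold-inducible list in 17, and with an estimated correlation in 0, and no member of either list passed edgeR over all genes in any pair. All 20 pairs share the 2 air libraries, and the 5 classes come from the same pools. Of the 4725 ways of forming 5 pairs of libraries and taking 1 as air, 27.3% put all 20 medians of the heat shock list on one side and 24.8% those of the cold-inducible list.

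**Figure D4:**
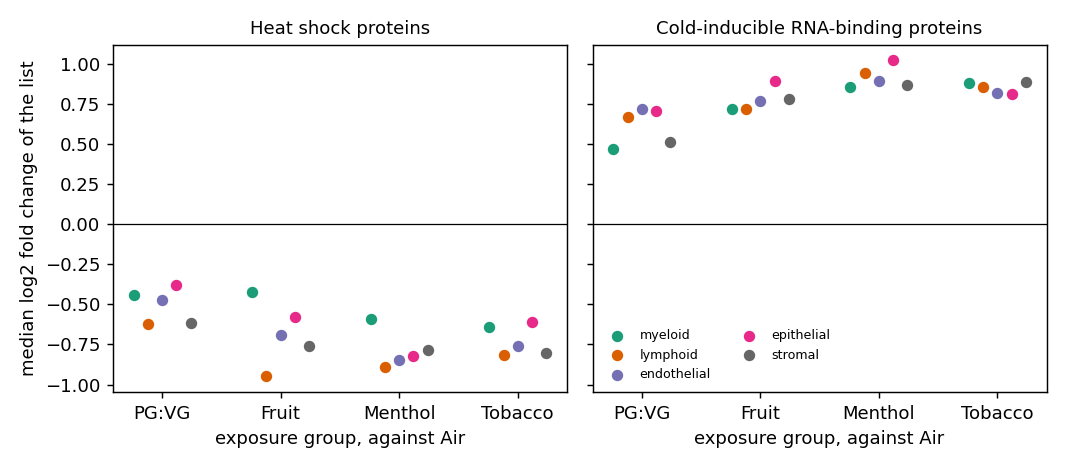
Median log2 fold change against air of heat shock protein genes (left) and cold-inducible RNA-binding protein genes (right) in each exposed group. Points are the 5 cell classes. Points on the left lie between -0.95 and -0.38, and those on the right between 0.47 and 1.02.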

Another gene that was found to be consistently dysregulated in many cell types was cold-inducible RNA binding protein (*Cirbp*). *Cirbp* is a stress response protein linked with stressors like hypoxia. Its upregulation upon e-cig exposure supports that vaping induces oxidative stress and can have adverse implications on the exposed cell types (Zhu et al., 2024). Importantly, this gene is involved in DNA repair mechanisms, thus making it crucial for cell survival pathways (Firsanov et al., 2025). 5-Hydroxytryptamine receptor 2C (*Htr2c*) and *Klra8* are other genes in this category of commonly dysregulated genes that are associated with enhancing inflammation and cell death (Berry et al., 2013; Bolanos and Tripathy, 2011; Mikulski et al., 2010). Overall, we provide a cell-specific resource of immune responses upon exposure to differently flavored e-cig aerosols.

Considering that scRNA technology has not been commonly used for e-cig research, ours is one of the first studies employing this technique to identify possible changes in the cellular composition and gene expressions. Importantly, we use the nose-only exposure system for our experiment to avoid exposure through other routes. However, despite the novel approach and state-of-the-art exposure system, we had a few limitations. First, we used a small sample size to identify the changes in the mouse lungs upon exposure to e-cig aerosols at a single-cell level. Due to the expensive nature of single-cell sequencing technology and limited information in the literature, we chose to design this experiment with small sizes of experimental and validation cohorts. But, based on the encouraging findings from this study, future studies could be designed with a larger sample size, longer durations of exposure, and more targeted approach to identify the acute and chronic effects of vaping in vivo. Second, we could not expand upon the sex-dependent changes observed through our work upon exposure. This was because such an effect was not anticipated when we conceived the idea of a short-term exposure in mice. However, considering the evidence from the current study, future experimental designs in our lab are considering sex as a crucial confounder for studying the effects of e-cig exposure in translational contexts. Third, the inclusion of PG:VG + Nic group was streamlined in this study, but in future work, the inclusion of this group for scRNA seq analyses to delineate the effects of nicotine alone on gene transcription is necessary. Fourth, we did not anticipate changes in the metal release on consecutive days of exposure at the start of our study. Later, our data pointed toward the importance of device design in e-cig exposures. Future studies need to identify the factors that may affect the daily composition of e-cig aerosols and devise a method of better monitoring these possible confounders. However, in this regard, our experiment does mimic the real-life scenario, as such variations due to prolonged storage of e-liquid and differences arising due to vape design must be common among human vapers.

In conclusion, this study identified cell-specific changes in the gene expressions characterized by altered neutrophil dynamics and accentuated T-cell cytotoxicity upon exposure to tobacco-flavored e-cig aerosols using single-cell technology. Furthermore, a set of top 29 dysregulated genes was identified that could be studied as markers of toxicity/immune dysfunction in e-cig research. Future work with larger sample sizes and sex distribution is warranted to understand the health impacts of long-term use of these novel products in humans.

## Methods

### Rigor and reproducibility statement

All experiments were designed to ensure rigor and reproducibility through inclusion of appropriate controls, randomization, blinding, and replication. Sample sizes and statistical analyses are described in the Methods and figure legends. All reagents and analytical methods are reported in sufficient detail to allow replication. All the lab-based experiments comprise two technical replicates with a minimum of two to three biological replicates to ensure rigor. The data generated from this study is publicly available for future reference.

### Material availability statement

All materials used in this study are commercially available or publicly accessible, and no unique materials were generated. The respective catalog numbers and vendor information of the chemicals, kits, and/or antibodies used have been detailed in the respective sections.

### Animals

We ordered 5-week-old pups of male and female C57BL/6J mice (strain ID: 000664) from Jackson Laboratory to conduct this experiment. Prior to the start of the experiment, mice were housed at the URMC Vivarium for acclimatization. Thereafter, the animals were moved to the mouse Inhalation Facility at URMC for training and exposures.

One week prior to the start of the exposures, mice underwent a 5-day nose-only training to adapt themselves to the mesh restraints of the exposure tower. The mouse restraint durations were increased gradually to minimize the animal’s stress and discomfort. Of note, the mouse sacrifice was performed within 8–12 weeks’ age for each mouse group to ensure that the mouse age corresponds to the age of adolescents (12–17 years) in humans (Dutta and Sengupta, 2016; Jackson et al., 2017). Age and sex-matched animals (*n* = 2/sex/group) used to perform scRNA seq were considered as the ‘experimental cohort’; whereas another group of age and sex-matched (*n* = 3/sex/group) mice exposed to air and flavored e-cig aerosol served as ‘validation cohort’ for this study.

### E-cigarette device and e-liquid

We utilized an eVic-VTC mini and CUBIS pro atomizer (SCIREQ, Montreal, Canada) with a BF SS316 1.0-ohm coil from Joyetech (Joyetech, Shenzhen, China) for vaping and the inExpose nose-only inhalation system from SCIREQ (SCIREQ, Montreal, Canada) for mouse exposures. Both air and PG:VG exposed mice groups were considered as controls for this experiment. We used commercially available propylene glycol (PG; EC Blend) and vegetable glycerin (VG; EC Blend) in equal volumes to prepare a 50:50 solution of PG:VG. For flavored product exposures, mice were exposed to three different e-liquids – a menthol flavor ‘Menthol-Mint’, a fruit flavor ‘Mango’ and a tobacco flavor ‘Cuban Blend’. Of note, all the e-liquids were commercially manufactured with 50 mg/ml of TDN. So, all treatments have nicotine in addition to the flavoring mentioned, respectively. Additionally, we used a mixture of PG:VG with 50 mg/ml of TDN as a control for limited experiments to study the effect of nicotine alone in our treatment. This group is labeled PG:VG + Nic for the rest of the manuscript.

### E-cigarette exposure

Scireq Flexiware software with the InExpose Inhalation system was used for controlling the Joyetech eVic-VTC mini device to perform nose-only mouse exposures. For this exposure, we utilized a puffing profile that mimicked the puffing topography of e-cig users in two puffs per minute with a puff volume of 51 ml, puff duration of 3 s, and an inter-puff interval of 27 s with a 2-l/min bias flow between puffs (Lee et al., 2018a). Figure 1—figure supplement 1A depicts the experimental design and exposure system employed for this study.

Age-matched male and female (*n* = 5 per sex) mice were used for each group, namely, air, PG:VG, fruit, menthol, and tobacco. To ensure rigor and reproducibility in our work, we have used age- and sex-matched control and treated mice in this study. Confounders like environment and stress were minimized by housing all the cages in environmentally controlled conditions and training all the mice (both control and treated) in nose-only chambers. Each group of mice was exposed to the above-mentioned puffing profile for 1 hr each day (120 puffs) for a total of five consecutive days. Additionally, a group of mice (*n* = 3/sex) was exposed to PG:VG + Nic for the same duration using similar exposure profile to serve as control to assess the effect of nicotine on the observed changes using selected experiments. Air-exposed mice were exposed to the same puffing profile for a total of five consecutive days to ambient air. We recorded the temperature, humidity, and CO levels of the aerosols generated at the start, mid, and end of the exposure on each day using the Q-Trak Indoor Air Quality Monitor 7575 (TSI, Shoreview, MN). Total particulate matter (TPM) sampling was done from the exhaust tubing of the setup at the 30 min mark of the exposure and at the inlet connected to the nose-only tower (shown in Figure 1—figure supplement 1A) immediately after the culmination of the exposure. Gravimetric measurements for TPM were also conducted to confirm relative dosage to each mouse group daily.

### Preparation of single-cell suspension

The animals (at 8–10 weeks’ age) were sacrificed immediately after the final exposure. Vascular lung perfusion was performed using 3 ml of saline before harvesting the lung lobes for preparation of single-cell suspension. It is important to mention here that of the 5 lung samples/sex/group; 2/ sex/group were used for histological assessments and scRNA analyses. Here, the left lung lobe was inflated using low-melting agarose and used for histology, while the rest of the uninflated lung lobes were used for preparing the single-cell suspension. We pooled the lung lobes for each sex per group for preparation of the single-cell suspension as depicted in Figure 1A. The lung lobes were weighed and digested using the Liberase method as described earlier (Kaur, 2024). Briefly, lung lobes were weighed and digested using Liberase (Cat# 5401127001; Roche, Basel, Switzerland) enzymatic cocktail with 1% DNase. The tubes were then transferred to the gentleMACS dissociator (Miltenyi, Gaithersburg, MD) and the manufacturer’s protocol for mouse lung digestion was run. The sample tubes were next incubated at 37°C for 30 min with constant rotation, after which the suspension was strained through 70 µm MACS Smart Strainer. Thereafter, the suspension was centrifuged at 500 × *g* for 10 min at 4°C, the supernatant was discarded, and 0.5 ml of RBC lysis buffer was added to the cell pellet to digest RBCs. The suspension was left on ice for 5 min in RBC lysis buffer and then 4 ml of ice-cold PBS with 10% FBS was added to stop the lysis. The suspension was again centrifuged at 500 × *g* for 10 min at 4°C. The cell pellet was suspended in 1 ml PBS with 10% FBS, and cell number and viability were checked using AO/PI staining on a Nexcelom Cellometer Auto2000.

### Library preparation and single-cell sequencing

The prepared single-cell suspension was sent to the Genomics Research Center (GRC) at URMC for library preparation and single-cell sequencing. Library preparation was performed by control and treatment groups using the 10X single-cell sequencing pipeline by 10X Genomics, and 10,000 cells were captured per sample using the Chromium platform. The prepared library was sequenced on NovaSeq 6000 (Illumina, San Diego, CA) at a mean sequence depth of 30,000 reads per cell. Read alignment was performed to GRCm38 Sequence.

### Data analyses

We used the standard Seurat v4.3 analyses pipeline to analyze our data (Hao et al., 2021). In brief, the low-quality cells and potential doublets were excluded from the dataset to create the analyses dataset. The residual features due to the presence of RBCs were corrected before integration. ‘scTransform’ function was used for integration of all the datasets, after which the standard Seurat pipeline was used for data normalization of integrated data. ‘FindVariableGenes’ gene function was used to identify the variable genes for dimensionality reduction using PCA function. UMAP was used for dimensionality reduction and clustering of cells.

To identify the unique features and cell clusters within each cell subtype, we used the sub-setting feature within Seurat. After identifying the five major cell populations (epithelial, endothelial, stromal, myeloid, and lymphoid) in our datasets, each of these cell types was sub-clustered using the ‘subset’ function, normalized, and re-clustered. Cell annotation for each of the subsets was performed with the help of the Tabula Muris database (The Tabula Muris Consortium et al., 2018; Hurskainen et al., 2021). However, some clusters were annotated manually with the help of a literature search.

DESeq2 (V.1.42.1) was used to perform pseudobulk analyses to identify DEGs within each group. Here, genes showing a fold change >0.5 and <–0.5 along with a p_adj_ value <0.05 were considered significantly dysregulated and plotted as heatmap using GraphPad. The ClusterProfiler R package (V. 4.10.1) (Yu et al., 2012) was employed to perform gene enrichment analyses of the DEGs (fold change >0.5 and <–0.5).

### Cytokine/chemokine assessment

We used a multiplex assay to determine the levels of cytokine/chemokine in the lung homogenates from control and e-cig aerosol exposed mouse lungs using commercially available Bio-Plex Pro Mouse Chemokine Assay (Cat# 12009159, Bio-Rad, Hercules, CA) per the manufacturer’s instructions. Approximately 40 mg of mouse lung lobes were homogenized in 300 µl of 1X RIPA buffer with 0.1% protease and phosphatase inhibitor. The lung homogenate was stored on ice for 30 min. Following incubation, the homogenate was centrifuged at 15,000 rpm for 15 min at 4°C. The supernatant was collected and used for performing the multianalyte assay for determination of cytokine/chemokine levels using Luminex FlexMap3D system. A heatmap after normalization (*Z*-score) of the measured cytokine/chemokine to the protein amount loaded was plotted.

### Lung histology

The left lung lobe of mice used for scRNA seq was inflated with 1% low melting agarose and fixed with 4% neutral buffered PFA. Fixed lungs were dehydrated before being paraffin‐embedded and sectioned (5 μm). H&E staining was performed by the Histology, Biochemistry, and Molecular Imaging Core at URMC. The H&E stain was observed at ×10 magnification using Nikon Elipse‐Ni fluorescence microscope. Ten to fifteen random images were captured per sample.

### Flow cytometry

Flow cytometry was performed on the cells collected from lung homogenates from air and flavored e-cig aerosol exposed mouse lungs. For analyses of immune cell population in the lung, the lung lobes were digested as described earlier (Kaur, 2024). The single-cell suspension thus prepared was used to run flow cytometry using the BD LSRFortessa cell analyzer. Cells were blocked with CD16/32 (Tonbo biosciences 70-0161 u500, 1:10) to prevent nonspecific binding and stained with a master mix of Siglec F (BD OptiBuild Cat# 740280, 1:200), CD11b (Biolegend Cat# 101243, 1:200), Ly6G (BD Horizon Cat# 562700, 1:200), CD45 (Biolegend Cat# 103126, 1:200), CD11c (Biolegend Cat# 117318, 1:200), CD4 (Biolegend Cat# 116012, 1:200), and CD8 (eBiosciences Cat# 17-0081-82, 1:200). 7AAD (eBiosciences Cat# 00-6993-50, 1:10) was used as the nucleic acid dye to detect live and dead cells. The gating strategy used for this assay has been depicted in Figure 3—figure supplement 2.

### Metal analyses

To understand the levels of metals released during subsequent days of exposure, we performed ICP-MS on the e-cig aerosol condensates collected from each day of exposure using a Perkin Elmer ICP-MS model 2000C. The samples were run using a Total Quant KED protocol with 4 ml/min Helium flow and externally calibrated using a blank and a 100 ppb standard for the 51 elements. The samples were submitted to the Element Analyses facility at URMC, and levels of metals thus detected were plotted.

### Ly6G /S100A8 double staining

To determine the various populations of neutrophils in exposed and control groups, FFPE tissue sections from air and tobacco-flavored e-cig aerosol exposed lungs were stained with Ly6G and S100A8. In brief, 2–3 tissue sections per sample were deparaffinized using serial incubation in xylene followed by graded alcohol. Slides were incubated in 1X Citrate Buffer (Cat# S1699, Agilent, Santa Clara, CA) for 10 min at 95°C for antigen retrieval, which was followed by incubation at room temperature for 30 min. The slides were next washed with water and permeabilized using a permeabilization buffer (0.1% Triton-X in 1X TBST) for 10 min. Next, the slides were again washed with 1X TBST and blocked using Blocking buffer (5% goat serum in 1X TBST) for 30 min at room temperature. The blocked slides were incubated overnight at 4°C with Ly6G (Cat# 16-9668-85, Invitrogen, dilution: 1:100) and S100A8 (Cat# 26992-1-AP, Proteintech, dilution: 1:200). The next day, the slides were washed with 1X TBST and incubated for 2 hours at room temperature with goat anti-rabbit Alexa Fluor 594 (Cat# A11012, Invitrogen) and donkey anti-mouse Alexa Fluor 488 (Cat# A21202, Invitrogen) secondary antibody at 1:1000 dilution. Thereafter, the slides were washed and mounted with ProLong Diamond Antifade Mountant with DAPI (Cat# P36962, Invitrogen, Waltham, MA). Six to ten images were captured using Zoe Fluorescent Cell Imaging System (Bio-Rad Laboratories , Hercules, CA) at ×20 magnification. The ImageJ deconvolution was used for quantifying the fluorescence in green (Ly6G^+^) and red (S100A8^+^) channels relative to DAPI (blue channel), and the relative fluorescence was plotted.

### Statistical significance

We used GraphPad Prism 10.5.0 for all statistical calculations. All the data plotted in this paper are expressed as mean ± SEM. Pairwise comparisons were done using unpaired *t* test while one‐way analysis of variance (ANOVA) with ad hoc Tukey’s test was employed for multi-group comparisons. To identify sex-based variations in our treatment groups, Tukey post hoc two-way ANOVA was employed.

### Code availability

Data collection was performed with mkfastq pipeline in Cell Ranger’s (v7.0.1). Cell Ranger (v7.0.1) was used for cell and gene counting using the default settings. Single-cell analysis was performed using the Seurat R package (v4.3.0) using the recommended workflow.

## Data Availability

The datasets generated are deposited on NCBI Gene Expression Omnibus under accession code GSE263903' The data will be publicly available upon publication or on February 1, 2026, whichever is earlier. All other relevant data supporting the key findings of this study are available within the article and its supplementary files. Source data are provided with this paper. The following dataset was generated: KaurG LambT TjitropranotoA RahmanI NCBI Gene Expression Omnibus2026Single-cell transcriptomics identifies altered neutrophil dynamics and accentuated T-cell cytotoxicity in tobacco -flavored e-cigarette -exposed mouse lungsGSE26390310.7554/eLife.10638041609631

## Additional files

Supplementary file 1. Detailed account of the analysed dataset and validation cohort for scRNA seq for e-cig exposed mouse lungs. (**a**) Table showing the QC parameters used before and after filtering and normalization of scRNA seq data. (**b**) Variable features with average log_2_ fold change and p value for genes in each cell cluster identified upon dimensionality reduction and clustering of 71,725 single cells from scRNA seq from treated and control samples. (**c**) Table showing the two-way ANOVA statistics for the cell frequencies identified through (a) scRNA seq analyses for general clustering using treatment and cell types as independent variables and (b) flow cytometric analyses using treatment and sex as independent variables. (**d**) (a) DESeq2 results showing the significant (p < 0.05) DEGs and (b) GO results of the DEGs in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to PG:VG when compared to air control. (**e**) DESeq2 results showing the significant (p < 0.05) DEGs in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to fruit-flavored e-cig aerosol when compared to air control. (**f**) GO analyses results of the (a) upregulated DEGs (log_2_ fold change >0.5) and (b) downregulated DEGs (log_2_ fold change <–0.5) in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to fruit-flavored e-cig aerosols when compared to air control. (**g**) DESeq2 results showing the significant (p < 0.05) DEGs in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to menthol-flavored e-cig aerosol when compared to air control. (**h**) GO analyses results of the (a) upregulated DEGs (log_2_ fold change >0.5) and (b) downregulated DEGs (log_2_ fold change <–0.5) in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to menthol-flavored e-cig aerosols when compared to air control. (**i**) DESeq2 results showing the significant (p < 0.05) DEGs in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to tobacco-flavored e-cig aerosols when compared to air control. (**j**) GO analyses results of the (a) upregulated DEGs (log_2_ fold change >0.5) and (b) downregulated DEGs (log_2_ fold change <–0.5) in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to tobacco-flavored e-cig aerosols when compared to air control. (**k**) (a) DESeq2 results showing the significant (p < 0.05) DEGs and (b) GO results of the DEGs in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to PG:VG when compared to air control. (**l**) DESeq2 results showing the significant (p < 0.05) DEGs in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to fruit-flavored e-cig aerosol when compared to air control. (**m**) GO analyses results of the (a) upregulated DEGs (log_2_ fold change >0.5) and (b) downregulated DEGs (log_2_ fold change <–0.5) in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to fruit-flavored e-cig aerosols when compared to air control. (**n**) DESeq2 results showing the significant (p < 0.05) DEGs in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to menthol-flavored e-cig aerosol when compared to air control. (**o**) GO analyses results of the (a) upregulated DEGs (log_2_ fold change >0.5) and (b) downregulated DEGs (log_2_ fold change <–0.5) in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to menthol-flavored e-cig aerosols when compared to air control. (**p**) DESeq2 results showing the significant (p < 0.05) DEGs in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to tobacco-flavored e-cig aerosol when compared to air control. (**q**) GO analyses results of the (a) upregulated DEGs (log_2_ fold change >0.5) and (b) downregulated DEGs (log_2_ fold change <–0.5) in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to tobacco-flavored e-cig aerosols when compared to air control. Variable features with average log_2_ fold change and p value for genes in each cell cluster identified upon dimensionality reduction and clustering of myeloid subset. (**s**) DESeq2 results showing the DEGs in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to fruit flavored e-cig aerosols when compared to PG:VG exposure. (**t**) DESeq2 results showing the DEGs in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to menthol flavored e-cig aerosols when compared to PG:VG exposure. (**u**) DESeq2 results showing the DEGs in the myeloid cell cluster from mouse lungs exposed to 5-day nose-only exposure to tobacco-flavored e-cig aerosols when compared to PG:VG exposure. (**v**) DESeq2 results showing the DEGs in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to fruit-flavored e-cig aerosol when compared to PG:VG exposure. (**w**) DESeq2 results showing the DEGs in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to menthol-flavored e-cig aerosol when compared to PG:VG exposure. (**x**) DESeq2 results showing the DEGs in the lymphoid cell cluster from mouse lungs exposed to 5-day nose-only exposure to tobacco-flavored e-cig aerosol when compared to PG:VG exposure.

MDAR checklist

How the deposited data were processed for this re-analysis (not part of the article)

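Lungs of C57BL/6J mice exposed to air, PG:VG, or fruit-, menthol- or tobacco-flavored e-cig aerosol were profiled by droplet-based 3' single-cell RNA sequencing, with 1 female and 1 male library per group, each from 2 pooled mice (10 libraries). The authors counted UMIs per gene and barcode with Cell Ranger v7.0.1 against mm10 and deposited these counts, and the values are whole numbers, with 31494546 to 96300990 UMIs per library. By the Methods, the authors then used Seurat v4.3, removed low-quality cells and doublets, corrected for red blood cell features, integrated the libraries with scTransform, and tested summed counts with DESeq2. The deposited counts include none of these later steps.
Barcodes with at least 200 genes, at most 100000 UMIs and under 30% mitochondrial UMIs were kept. Doublets were marked by a re-implementation of the Scrublet method, with 2 simulated doublets per barcode, an expected rate of 6% and an automatic threshold. Cells were scaled to 10000 UMIs, and 2000 variable genes, 30 principal components and 20 nearest neighbors were used for Leiden clustering at resolution 0.5, and at 1.0 within the myeloid and lymphoid classes. Sex-linked and hemoglobin genes were kept out of the variable genes. Clusters were named when at least 3 markers of a fixed list were found. UMIs were summed per class and library over 5 classes. Genes were kept by edgeR's filterByExpr, size factors were by TMM, and the quasi-likelihood test compared groups in 1 model over all libraries. In all there were 7 comparisons, 4 with air and 3 with PG:VG. CPM use a prior count of 2 on the log2 scale. Cell type shares were tested in the same kind of model on cells of 31 types. DESeq2, limma's camera (preset correlation 0.01, and with an estimated correlation) and fry served as further tests, and 24 gene lists were tested as sets. Intervals of shares are 95% Wilson intervals and cover counting error only, and the limit of a count of 0 is 3 counts. Correlations between libraries have p-values from 100000 permutations.
The summed counts held 444296 to 6666956 UMIs per library in neutrophils and 3753277 to 12326075 in alveolar macrophages, fewer than the whole myeloid class. On simulated data with known changes in 200 genes, edgeR found 55.6% of myeloid and 68.7% of lymphoid genes changed by 1 on the log2 scale, and 81.8% and 90% of those changed by 2, with 11 false calls among 147 myeloid and 11 among 169 lymphoid calls. DESeq2 found 60% and 66% of the genes changed by 1, with 25 false among 166 and 17 among 172 calls. Each gene was drawn independently, without deviations that many genes of a library share. The shares found need therefore not hold for the real libraries, and few calls there do not show that changes of this size are absent. A 2-fold change of the neutrophil share gave an unadjusted p under 0.05 in 78% of 50 simulated draws.
Groupings, comparisons, gene lists and alternatives were set before the data were examined. Several lists cover genes or terms that the paper reports from these same libraries. Examples are the CCT chaperonin, calcium channels, the Th1 axis, and DNA replication and mitosis. Members called over such a list alone are therefore no independent evidence. Genes named in the text are those past the threshold with the largest changes, every gene the paper names for a class, members of the gene lists, and genes changed in all 3 flavored groups. The values of genes in the paper's own tables had been seen when this rule was written. Alternatives tried were DESeq2, RLE size factors, no low-count filter, sex as a block, only the libraries of the groups compared, each library left out in turn, doublets kept, a stricter cell filter (at least 500 genes and under 10% mitochondrial UMIs), genes centred within libraries, resolution 0.5, single cell types, immune cells as the denominator, and T cells called per cell. Permuting the Ly6g-low share within each sex was added after the values were seen. Sex was not a block in the main results, and edgeR's adjusted p-values of named genes come from that model. With sex as a block edgeR called more genes in most comparisons with air, above all in lymphoid cells. A gene that missed here may therefore pass there. Flow cytometry, metal, immunofluorescence and cytokine data are in the paper's source data files and not in the deposit, and were not analysed. Tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Coordinates were joined from the GENCODE annotation of GRCm38 (mm10) by Ensembl ID, and all named genes matched.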

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

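The thresholds by which female- and male-type cells were counted, and several of the measures compared between libraries, were chosen after their values were seen. The tests of explanations were written before their results, but the use of genes called by DESeq2 in the tests of cell mix, and of bootstrap errors to hold a result open, was settled after values were seen. The tests of immediate early genes in PG:VG and of *Cdk8* and *Camk1d* by cell type shares, the demand that 2 sets of genes meet the bounds of cell mix, and the relabelling of libraries were also chosen after values were seen. Of 10 measures compared between libraries, 5 had a library that stood apart by Dixon's test, and chance alone singles out about 1 measure in 20.
Cells with at least 2 UMIs of Y-linked genes and no *Xist* UMI made up 7.01% of the menthol female library (491 of 7009 cells), against 0.0706% to 1.74% of the other female libraries. Cells with at least 2 *Xist* UMIs and no Y-linked UMI made up 2.53% of the fruit male library (235 of 9290 cells), against 0% to 0.320% of the other male libraries. The first rule caught 54.2% to 57.1% of the cells of male libraries, and the second 57.4% to 66.9% of those of female libraries. Both rules therefore undercount cells of the other sex. Barcodes of the 491 and 235 cells counted were compared with those of each other library. Of the 491 menthol cells, at most 1 (0.204%) shared its barcode with any single other library, against 0.0307% to 0.307% of other cells. Of the 235 fruit cells, at most 2 did (0.851%), against 0.0663% to 0.431% of other cells. These values argue against barcodes carried over from another library as the source of most of these cells. No other explanation was tested.
The PG:VG male library stood apart with 2434 cells and with 25777302 UMIs in its cells, the lowest of the 10 libraries. Stromal cells of PG:VG differed from air in 114 genes by edgeR (46 higher and 68 lower, with 2083 at an unadjusted p under 0.05 and 387 by DESeq2), a comparison the paper does not discuss. The called genes included *Actc1* (-0.98), *Actg2* (-1.02), *Cnn1* (-1.08), *Myh11* (-1.02) and *Tpm2* (-0.94), top markers of the smooth muscle cluster with doublets kept. *Pdgfra* (0.71) and *Mfap4* (1.08), top markers of the Col13a1 fibroblast cluster, were also called. In stromal cells of PG:VG all 5 hemoglobin genes were higher (median 9.22). All 9 B cell identity genes (median -1.65) and all 13 alveolar macrophage identity genes tested (median -0.76) were lower. Of these 3 lists, 0 members passed edgeR's test over all genes. Among all cells, Col13a1 fibroblasts were higher in PG:VG by a log2 fold change of 0.97 (standard error 0.35, adjusted p = 0.153 from edgeR's test on cells per type) and smooth muscle cells had -0.23 (standard error 0.24, adjusted p = 0.716 from edgeR). No biological or technical explanation was tested for this result.
Dividing lymphoid cells were 0.635% of the air female library, the highest of the 10 libraries. The DNA replication and mitosis list in lymphoid cells had a median of -1.42 in fruit, -1.34 in menthol and -1.21 in tobacco against air, and -1.44 in PG:VG. Without the air female library the flavored medians were -0.56, -0.36 and -0.16, so dividing cells in that library may carry most of the difference, but -0.56 in fruit and -0.36 in menthol lie outside the bound of 0.35 set for the whole of it. A lower rate of division in fruit and menthol therefore stays open, and it was not tested apart from this.
The mix of cell types within a class was weighed as an explanation of the genes that DESeq2 called, since edgeR called too few. For myeloid cells, cell type shares alone gave a median of 0.626 of the measured log2 fold change in tobacco, and 0.554 over the 3538 genes at an unadjusted p under 0.05 in edgeR, both past the bound of 0.5 set beforehand, so a shift of the mix is a candidate explanation for about that part of the change. In menthol the values were 0.535 and, over 2662 genes, 0.446, which leave it open. For lymphoid cells they were 0.453 and 0.275 in fruit and 0.216 and 0.200 in tobacco, which leave it open too, the latter because the error of 0.216 reaches the lower bound of 0.25. A shift to more monocytes and neutrophils and fewer alveolar macrophages could be a response to the aerosol, but none of these shares passed against air among all cells. The log2 fold change of neutrophils in tobacco was -0.10 without the tobacco female library. Exposure and collection day cannot be told apart.
Medians of heat shock protein genes lay below 0 and means of *Cirbp* and *Rbm3* above 0 against air in all 20 pairs of a class and an exposed group. However, 0 members passed edgeR over all genes in any pair, and camera with an estimated correlation called neither list. Of relabelled sets of libraries, 27.3% and 24.8% agreed as fully, since the pairs share their air libraries. That count takes signs and not sizes. It shows that full agreement of signs is weak evidence, and it does not test the size of the shift. If stress during dissociation were the source, immediate early genes would be lower too. In myeloid cells of the flavored groups their medians were 0.29 to 0.50, with a middle value of 0.301 (standard error over genes 0.062). The lowest was 0.146 without the air male library. In myeloid cells fry called the list in tobacco (adjusted p = 0.0344) and not in fruit or menthol (adjusted p = 0.0866 and 0.114). The medians were taken over the whole class, with its mix of cell types not held fixed. They argue against such stress for the myeloid class as a whole, most clearly in tobacco, and not for each cell type. In lymphoid cells the middle value was 0.0668 (standard error over genes 0.0421). There fry called neither fruit nor menthol (adjusted p = 0.9025 and 0.319). The lymphoid medians passed the bound set beforehand, but near 0 they show only that these genes were not lower. The standard errors do not cover the spread between libraries. Stress during dissociation stays open in PG:VG, where the medians were -0.0549 in myeloid and -0.155 in lymphoid cells (standard errors 0.0558 and 0.109). The latter had 12 of 16 genes lower and was called by fry (adjusted p = 0.0385). Nicotine is not needed to the extent that PG:VG, without nicotine, showed 0.795 of the mean of the flavored groups in myeloid and 0.703 in lymphoid cells, but the errors of these ratios (0.150 and 0.174) leave nicotine open. As PG:VG was collected 1 day from air, a warmer handling of the air samples, the carrier and the exposure itself cannot be told apart.
*Cdk8* and *Camk1d* varied together with *Gm42418* and *AY036118* over the 10 libraries. Over 20 relations, r was between 0.663 and 0.966 and rho between 0.588 and 0.927, with an adjusted p by permutation of at most 0.0355 for r and 0.0821 for rho, and r was 0.633 to 0.980 without the 2 farthest libraries. Within groups the deviations correlated at -0.543 to 0.769, so the relation is not uniform within groups of 2 libraries and rests in part on differences between groups. Co-variation with rRNA-like transcripts may explain these genes, but 1 relation fell short of the 0.7 set beforehand. In menthol and tobacco, cell type shares alone gave at most 0.0754 of the measured log2 fold change of either gene in lymphoid and 0.193 in myeloid cells, which argues against a change of cell mix there. In the other 3 classes it stays open, since their cell types were not summed apart and both genes were higher by at least 0.5 in at most 2 classes of 1 group.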

How the results depend on the processing

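Permuting the Ly6g-low share within each sex was chosen after the values were seen, and no other alternative was. Over 39 group results, 295 of 420 values under alternatives stayed on their side and within their spread or 1.5 times the count, the other counts moved, except that 2 passed a threshold they had missed and 21 changed direction. Over 88 results of named genes, 1008 of 1208 values stayed, 22 lost and 154 gained a call, and 24 changed direction. The cause was not tested for any of these, apart from what an alternative does by construction.
In PG:VG, fruit, menthol and tobacco against air, DESeq2 called 103, 74, 317 and 834 myeloid and 44, 120, 20 and 71 lymphoid genes. Without a low-count filter edgeR called 219, 148, 680 and 1354 myeloid and 666, 1013, 713 and 906 lymphoid genes. With sex as a block it called 19 (PG:VG), 4 (menthol) and 346 (tobacco) myeloid and 56, 664, 190 and 587 lymphoid genes. Differences between the male and female library of a group correlated over 0.1 in 5 of 10 pairs of groups in myeloid, 8 in lymphoid, 7 in endothelial, 9 in epithelial and 8 in stromal cells (medians 0.102 to 0.220), so libraries of one sex share part of their deviations, but not in every pair, which was the rule for a block in the main results. With only the groups compared, PG:VG gave 6 in each class and tobacco 0 in each. With doublets kept, myeloid tobacco gave 3 and lymphoid PG:VG 3. Neutrophils only gave 12 in PG:VG, 2 in fruit and 0 in tobacco, alveolar macrophages only 1 in fruit, B cells only 2 and T cells only 4 in PG:VG, and NK cells only 2 in fruit, 1 in menthol and 1 in tobacco. In fruit, menthol and tobacco against PG:VG, DESeq2 called 240, 835 and 1218 myeloid and 59, 84 and 142 lymphoid genes, no low-count filter gave 454, 1109 and 1598 and 357, 345 and 544, and sex as a block gave 9 (fruit) and 154 (menthol) myeloid and 76, 59 and 172 lymphoid genes. RLE size factors gave 5 (fruit) and 14 (menthol) myeloid genes. Genes changed in all 3 flavored groups were 38 by DESeq2 and 93 without a filter in myeloid cells, 6, 406 and 132 by DESeq2, without a filter and with sex as a block in lymphoid cells, and 67, 603 and 134 over the 5 classes, where only the groups compared gave 0. Part of these counts may come from the air libraries that the groups share.
The alveolar macrophage share in PG:VG was 0.0147 with genes centred and 0.0300 at resolution 0.5, and in tobacco -1.01 among immune cells (adjusted p = 0.0383 from edgeR, and 0.135 among all cells). The CD4 share in PG:VG was -0.0869 with T cells called per cell, the CD8 share in fruit -0.15 among immune cells, and the CD8 share in tobacco 0.00514 with sex as a block and 0.0222 with doublets kept. At resolution 0.5 the exact permutation p of the Ly6g-low share among groups was 0.0349 regardless of sex and 0.0833 within each sex. Other clusterings gave 0.0571 to 0.598 regardless of sex, and the main one 0.15 within each sex. The cluster at resolution 0.5 held 0.410 *Ly6g* UMIs per 10000, against 0.510 in the largest neutrophil cluster there, so it was hardly lower. *Cacnb2* in lymphoid tobacco was 0.10 with doublets kept, 0.00429 with stricter cells, 0.0176 with genes centred and 0.15 in T cells only. In B cells only, *Mcm2* was 0.13 in fruit and 0.21 in tobacco, and *Padi2* was -0.50 and *Pla2g4a* -0.0361 in tobacco. *Mcm2* was 0.0373 in NK cells only, in tobacco. In neutrophils only, *Arid5a* was -0.00720 and *Il1b* -0.17 in menthol, *Gmds* 0.32, 0.0916 and 0.17 in fruit, menthol and tobacco, and *Spp1* 0.0194 and *Unc13d* -0.36 in tobacco. In alveolar macrophages only, *Cacnb2* was -0.29 and *Il1b* -0.0827 in menthol, and *Nkg7* -0.35 and *Unc13d* -0.25 in tobacco.
With 1 library left out, where the lone library of a group is assumed to vary like the others, myeloid counts against air ran from 0 to 3 in fruit and 0 to 2 in tobacco, highest without the fruit male and the tobacco male library, and lymphoid counts from 0 to 1.0e2 (rounded) in PG:VG, 0 to 189 in fruit, 0 to 124 in menthol and 0 to 118 in tobacco, each of the lymphoid counts highest without the air male library. Against PG:VG they ran from 0 to 4, 0 to 3 and 1 to 804 in myeloid and 0 to 1, 1 to 7 and 3 to 22 in lymphoid cells. Genes changed in all 3 flavored groups ran from 0 to 84 in lymphoid cells and 1 to 85 over the 5 classes. The neutrophil share ran from -0.46 to 0.31 in fruit and -0.10 to 1.20 in tobacco, the alveolar macrophage share from -0.18 to 0.10 in PG:VG, the CD4 share from -0.0726 to 0.34, -0.28 to 0.13, -0.41 to 0.00185 and -0.35 to 0.0750, and the CD8 share from -0.15 to 0.45, -0.16 to 0.44, -0.47 to 0.13 and -0.28 to 0.32 in PG:VG, fruit, menthol and tobacco. *Cacnb2* in lymphoid tobacco ran from -0.20 to 0.14, *Hbb-bs* in fruit from -1.24 to 7.89 and *Nkg7* in tobacco from -0.26 to 1.58.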

Differences from the paper's values

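No alternative here was chosen after the data were seen. The myeloid class gave 24 named clusters, against the paper's 14, and at resolution 0.5 it gave 18, which lies within 1.5 times the paper's number, while doublets kept, stricter cells and genes centred did not come as close.
By its Methods, the paper counts genes with an adjusted p under 0.05 and a fold change beyond 0.5 by DESeq2. Its tables also list genes with smaller changes, so its counts may rest on the adjusted p alone. By edgeR with both thresholds, myeloid genes changed against air were 0 in PG:VG (the paper's 276), 0 in fruit (the paper's 24), 0 in menthol (the paper's 324) and 1 in tobacco (the paper's 553). Lymphoid genes were 0 in PG:VG (the paper's 24), 0 in fruit (the paper's 112), 0 in menthol (the paper's 9) and 4 in tobacco (the paper's 41). Against PG:VG, myeloid genes were 3 in fruit (the paper's 262), 51 in menthol (the paper's 873) and 615 in tobacco (the paper's 960), and lymphoid genes 6, 14 and 36 (the paper's 37, 64 and 112). The 0 counts had 1503 (PG:VG), 1894 (fruit) and 2662 (menthol) myeloid and 1593, 2212 and 1745 lymphoid genes at an unadjusted p under 0.05 in edgeR. At the same thresholds, DESeq2, which the paper's methods name, falls within 1.5 times the paper's numbers for myeloid menthol and tobacco and lymphoid fruit against air, and against PG:VG for myeloid cells in all 3 flavors and lymphoid cells in menthol and tobacco. No low-count filter does so for myeloid PG:VG against air and myeloid menthol and tobacco against PG:VG. Sex as a block does so for lymphoid menthol (56) and tobacco (137) and myeloid tobacco (776) against PG:VG, and leaving out the tobacco male library does so for the last. No alternative does so for myeloid fruit or lymphoid PG:VG, menthol and tobacco against air, or for lymphoid fruit against PG:VG. With the adjusted p alone, DESeq2 called 834 myeloid genes in tobacco against air, just past 1.5 times the paper's 553. Genes changed in all 3 flavored groups over the 5 classes numbered 1 (the paper's 29), and no such alternative gives a count within 1.5 times of it (67 by DESeq2). Without the genes also called in PG:VG, the count was 0, with 48 by DESeq2. Leaving out the air male library brought the count within 1.5 times the paper's number, but those genes were nearly all lower in lymphoid cells. The paper's set spans the 5 classes, and its lymphoid members *Klra8* and *Nfia* are higher, so the near count is no match of genes.
CD8 T cells were a fraction of 0.0357 and 0.0235 of cells in the air female and male libraries (the paper's values 0.0594 and 0.0386), 0.0334 and 0.0308 in PG:VG (the paper's 0.0501 and 0.0509), 0.0300 and 0.0339 in fruit (the paper's 0.0485 and 0.0543), 0.0265 and 0.0252 in menthol (the paper's 0.0436 and 0.0416), and 0.0287 and 0.0303 in tobacco (the paper's 0.0438 and 0.0540). The paper prints its neutrophil frequencies with a percent sign. As fractions of cells, the paper's 0.06, 0.1 and 0.1 in air, menthol and tobacco stand beside 0.0578, 0.0957 and 0.0931 here.
The paper states that *Gp5* is higher in lymphoid cells of the fruit group, and it was lower here (log2 fold change -0.47, adjusted p = 0.793 from edgeR), as opposed to tobacco, where it was higher (1.71, adjusted p = 0.259). The paper states that *Cacnb2* is lower in lymphoid cells of the tobacco group, and its log2 fold change here was -0.02 (adjusted p = 0.989 from edgeR). The paper states that *Stap1* differs in the flavored groups and not in PG:VG, and DESeq2 called it in PG:VG too. The paper states that *Ly6g* is absent from its Ly6G-negative neutrophils, and 3.98% of the cells of the lowest cluster here had a *Ly6g* UMI. Of the 9 myeloid genes the paper names as common to the flavors, DESeq2 called all 9 in fruit and tobacco and 8 in menthol, with the paper's directions, and edgeR called 0, with the lowest adjusted p at 0.0641. All genes of the paper's myeloid tables for fruit and menthol had the paper's direction here. Those genes were picked from the same libraries, so this is no replication.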

Other observations

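The test of the hemoglobin genes was written before its result was seen, as were the lists whose values follow. Hemoglobin transcripts in the fruit group were higher in the female than in the male library by a ratio of 15.7 (epithelial) to 367 (myeloid) in all 5 classes, so red blood cell RNA in 1 library may account for the sex difference that the paper reports. Other gene lists gave these medians against air. The 12 circadian clock genes tested in myeloid cells had a median of -0.02 in fruit, 0.06 in menthol and -0.04 in tobacco. Over the 20 pairs of a class and an exposed group, interferon response genes ranged from -0.29 to 0.88, MHC class II genes from -0.49 to 0.51, short ribosomal protein genes from -0.01 to 0.35, NRF2 and metal response genes from -0.56 to 0.28, and voltage-gated calcium channel genes from -0.54 to 0.80. Endothelial transcripts in other cells ranged from -1.58 to 0.91 and epithelial secretory transcripts from -1.36 to 0.89. No list but the rRNA-like one passed camera with an estimated correlation in any pair.
In myeloid cells of the menthol group the neutrophil list had a median of 0.50 and a mean of -0.09, so its members go both ways. In T cells of the tobacco group *Cdk8* passed edgeR's test with a log2 fold change of 0.85 (adjusted p = 0.0373), and it was named because the paper names it for menthol.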
